# Gene Expression Analyses of Subchondral Bone in Early Experimental Osteoarthritis by Microarray

**DOI:** 10.1371/journal.pone.0032356

**Published:** 2012-02-27

**Authors:** RongKai Zhang, Hang Fang, YuXian Chen, Jun Shen, HuaDing Lu, Chun Zeng, JianHua Ren, Hua Zeng, ZhiFu Li, ShaoMing Chen, DaoZhang Cai, Qing Zhao

## Abstract

Osteoarthritis (OA) is a degenerative joint disease that affects both cartilage and bone. A better understanding of the early molecular changes in subchondral bone may help elucidate the pathogenesis of OA. We used microarray technology to investigate the time course of molecular changes in the subchondral bone in the early stages of experimental osteoarthritis in a rat model. We identified 2,234 differentially expressed (DE) genes at 1 week, 1,944 at 2 weeks and 1,517 at 4 weeks post-surgery. Further analyses of the dysregulated genes indicated that the events underlying subchondral bone remodeling occurred sequentially and in a time-dependent manner at the gene expression level. Some of the identified dysregulated genes that were identified have suspected roles in bone development or remodeling; these genes include Alp, Igf1, Tgf β1, Postn, Mmp3, Tnfsf11, Acp5, Bmp5, Aspn and Ihh. The differences in the expression of these genes were confirmed by real-time PCR, and the results indicated that our microarray data accurately reflected gene expression patterns characteristic of early OA. To validate the results of our microarray analysis at the protein level, immunohistochemistry staining was used to investigate the expression of Mmp3 and Aspn protein in tissue sections. These analyses indicate that Mmp3 protein expression completely matched the results of both the microarray and real-time PCR analyses; however, Aspn protein expression was not observed to differ at any time. In summary, our study demonstrated a simple method of separation of subchondral bone sample from the knee joint of rat, which can effectively avoid bone RNA degradation. These findings also revealed the gene expression profiles of subchondral bone in the rat OA model at multiple time points post-surgery and identified important DE genes with known or suspected roles in bone development or remodeling. These genes may be novel diagnostic markers or therapeutic targets for OA.

## Introduction

Osteoarthritis (OA) is a complex degenerative joint disease that affects millions of middle-aged and older individuals. It is characterized by progressive cartilage erosion, osteophyte formation, subchondral bone modification, and synovial inflammation, which follow alterations in the biomechanical and biochemical properties of the joint [1].

OA is generally considered to be a cartilage disease, but increasing evidence indicates that it is also a bone disease [2]–[5]. Changes in subchondral bone may occur prior to the onset of cartilage degeneration [6]. Subchondral bone consists of the subchondral bone plate and the underlying trabecular bone and bone marrow space [7]. Alterations of the subchondral bone increase with the progression of OA. It has been shown that subchondral bone is an effective shock absorber, and nutrients or cytokines can be transported from the subchondral bone to the overlying cartilage via clefts or channels in the tidemark. Subchondral bone cells influence cartilage metabolism [3]–[5], [8], [9]; however, it is still debated whether changes in subchondral bone precede or follow cartilage destruction [10]. Therefore, it is crucially important to understand the molecular characteristics of subchondral bone changes in vivo, especially during the early stages of OA. This information is important because any identified alterations in this period could contribute to the development of new diagnostic markers or therapeutic targets for OA [11].

With the development of microarray technology, changes in the expression levels of thousands of genes can be examined simultaneously, and integral analysis of the dysregulated genes can be performed to obtain information regarding pathogenic mechanisms of OA at the cellular level. Furthermore, microarray data can be used to discover novel molecular diagnostic markers and therapeutic targets [12]–[15]. A small number of studies have reported the gene expression profiles of articular cartilage and bone from human or animal OA samples. These reports have provided important diagnostic markers and therapeutic targets for OA [16]–[18]; however, gene expression profiles and the chronology of OA-induced changes in subchondral bone that are associated with cartilage degeneration remain poorly understood.

It is currently impossible to obtain adequate subchondral bone samples from humans to study the initiation and early stages of OA. Moreover, studies of ex vivo cultures from osteoarthritic subchondral bone have not precisely identified the molecular changes that occur in vivo [8], [9], [13], [19]. Therefore, it is necessary to examine the early stages of OA in subchondral bone using animal models. By performing medial meniscectomy and medial collateral ligament transection, a surgically induced rat model of OA was used to address the questions posed by this study. This animal model is consistent with post-traumatic OA in humans and can be used for the genetic analysis of OA [20]–[22].

For the first time, we describe a simple and effective method of separation of subchondral bone sample from the knee joint in a rat model of OA, which can effectively avoid bone RNA degradation. This procedure can be used for genetic analyses, and it effectively avoids the RNA degradation that may occur in subchondral bone samples during the operation. In addition, this work is the first study to use microarray technology to elucidate the time course of the molecular changes that occur in the subchondral bone just beneath damaged cartilage in the early stages of experimental OA.

## Results

### Validation of the rat model of osteoarthritis

All animals in this study were healthy, as indicated by the maintenance of normal body weight and food consumption; their normal walking patterns returned within five days post-surgery. The rat model of OA was validated by gross morphological and histological analysis. Similar to the disease progression that has been observed in humans, the gross morphological and early histological events associated with OA occurred in a time-dependent manner in the animal model. These findings confirmed that a medial meniscectomy and medial collateral ligament (MCL) transection effectively induced OA-like early changes in the cartilage, as reported previously (**Figure 1** and **Figure 2**) [21], [22].

**Figure 1:**
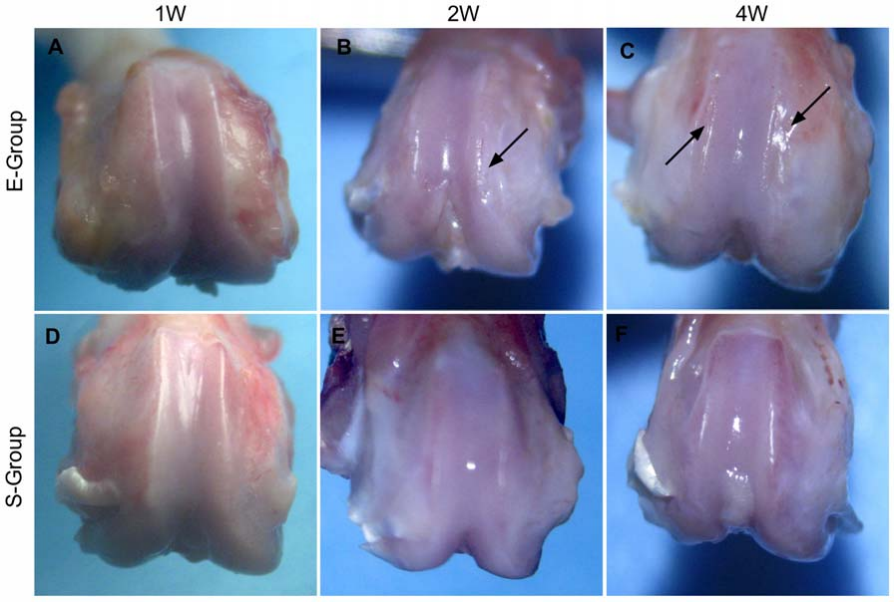
Macroscopic analysis of femoral condyles in a rat model of osteoarthritis. No detectable macroscopic surface changes were observed in the femoral condyle (**A**) of E-group rats at 1 week post-surgery. At 2 weeks post-surgery, the local medial femoral condyle of the distal femur exhibited a slightly rough articular surface (**B**, arrow). Significant roughness of the articular surface was observed both on the medial and lateral femoral condyle (**C**, arrow) at 4 weeks post-surgery. The knee joints (**D**, **E**, **F**) of the S-group exhibited a normal articular surface at all time points following the surgery.

**Figure 2:**
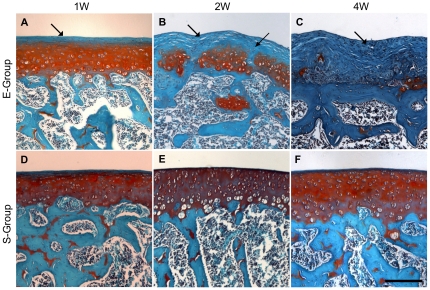
Histologic analysis of cartilage degradation induced by medial meniscectomy and medial collateral ligament (MCL) transection, evaluated by section staining with safranin-O and rapid green. The sections were stained with safranin-O (red stain) for glycosaminoglycans, rapid green for bone and fibrous tissue (green stain), and counterstained with Mayer's hematoxylin for nuclei (blue). A slight decrease in glycosaminoglycan staining at 1 week post-surgery is shown (**A**, arrow). A loss of superficial cartilage and focal fibrillation of the articular surface at 2 weeks post-surgery was seen (**B**, arrow). A focal loss of chondrocytes and exposure of subchondral bone wear observed at 4 weeks post-surgery (**C**, arrow). A healthy articular surface was observed throughout the study (**D**, **E**, **F**). Each of the above images was captured from representative locations from sections of femur condyles and is shown at the same magnification. The scale bar represents 200 µm.

### Integral analysis of DE genes in the subchondral bone of E-Group versus S-Group samples

Integral analysis of gene dysregulation could lead to a better understanding of the pathogenic mechanisms of OA. The results of these analyses indicate that the number and type of DE genes in the subchondral bone vary over time. 

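Total RNA of subchondral bone was hybridized to 30 one-color Agilent Whole Rat Genome arrays, 1 sample per array. At each of 1, 2 and 4 weeks post-surgery, 5 arrays came from the E-Group, whose knees had medial meniscectomy with transection of the medial collateral ligament, and 5 from the sham-operated S-Group. The authors read each array with Feature Extraction, which reports for every spot an intensity corrected for background. They then used GeneSpring GX with quantile normalization, a t-test, a fold change of at least 2 and a P value of at most 0.05. Here, the corrected intensities were put on the log2 scale, control spots and spots that the scanner software marked as outliers were left out, and the remaining spots of a probe were averaged, which left 403 probe values missing. The 30 arrays were then quantile normalized, which gave values for 41012 probes. In each week the E-Group was compared with the S-Group by limma (5 arrays per group), and a probe was called at the fold change and the unadjusted p that the paper names. A second count required an adjusted p (Benjamini-Hochberg over all probes) of at most 0.05 as well.
Between 49.9% and 81.0% of the spots of an array were well above background, with a median of 60.3%. The S-Group arrays of 4 weeks were the brightest, from 67.9% to 81.0%, and the E-Group arrays of 2 weeks ranged from 49.9% to 64.2%. The number of arrays limits the precision of every value. Changes are given as E-Group minus S-Group on the log2 scale, ± the standard error of limma. Accessions gave a gene symbol for 16336 probes (39.8%), so counts are of probes and not of genes. Where several probes measure an accession, the brightest was used. The lists of largest changes are an exception: there the most changed probe within the limits stood for its symbol. Where no array of a group was well above background for a probe, its fold change is given as at least the ratio to the background limit. The arrays lay on 8 slides that were scanned on 3 days, and no slide held E-Group and S-Group arrays of the same time point.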

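At 1 week post-surgery, 3801 of the 41012 probes passed the fold change and the unadjusted p, 1670 up-regulated and 2131 down-regulated. With an adjusted p of at most 0.05, limma called 1809 of these, 845 up and 964 down. The counts moved most with normexp, a model that separates signal from local background and adds 50 to every value, under which 178 probes were up-regulated and 308 down-regulated. Scaling each array to its 75th percentile gave 78.1% down-regulated probes in place of 56.1%. Between 812 and 3121 probes were called after adjustment by limma when 1 array was left out, the lowest without S-Group replicate 4 and the highest without E-Group replicate 5.
Among the named probes measured on all 10 arrays, with an adjusted p of at most 0.05, no overlap between the groups and the brighter group well above background on all of its arrays, the largest changes were the falls of the granzymes Gzma (-3.55 ± 0.67, limma adjusted p = 0.0162) and Gzmb (-3.11 ± 0.70, limma adjusted p = 0.0281). The chemokine Cxcl9 lay between them (-3.39 ± 0.82, limma adjusted p = 0.0354). The growth hormone receptor Ghr rose by 3.04 ± 0.36, and since no S-Group array was well above background for it, the rise was at least 3.96-fold. C1qtnf3 rose by 3.01 ± 0.43. Pthlh, measured on 9 arrays, fell by 3.22 ± 0.56 (limma adjusted p = 0.0147).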

As shown in **Figure 3 A** and **B**, the microarray data analyses identified 2,234 DE genes at 1 week post-surgery, including 1,008 up-regulated genes and 1,226 down-regulated genes. Further analysis revealed 1,690 DE genes with greater than 2-fold expression level changes, 362 genes with changes greater than 3-fold expression level changes, 143 with changes greater than 4-fold expression level changes, and 39 genes with changes greater than 6-fold expression level changes.

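In these arrays, 2775 probes changed at least 2-fold and less than 3-fold at 1 week, 1300 up and 1475 down. A further 682 changed at least 3-fold and less than 4-fold, and 268 at least 4-fold and less than 6-fold. Of the 76 probes that changed at least 6-fold, 57 were down-regulated. Without E-Group replicate 5 there were 185 (151 down) and 488 from 4-fold to below 6-fold, without S-Group replicate 1 there were 141 at 6-fold or more, and normexp gave 8.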

**Figure 3:**
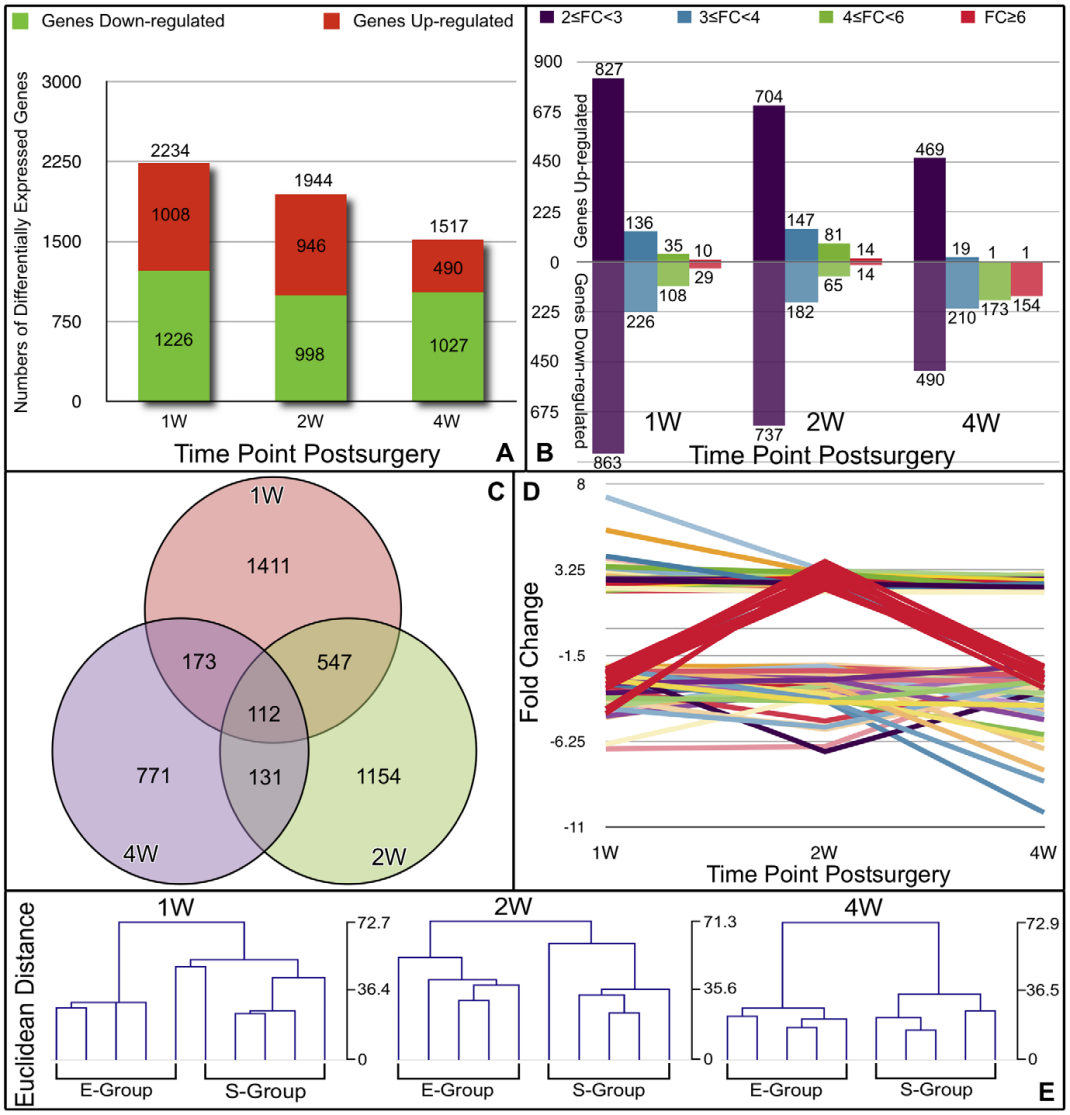
Integrated analyses of the DE genes in the subchondral bone of E-Group versus S-group samples. The number of DE genes at each time point is shown in **A**. DE genes were classified according to their differential expression levels with a minimum of 2-fold, 3-fold, 4-fold and 6-fold differences (**B**). Venn diagram depicting the overlap of dysregulated genes at three time points post-surgery (**C**). The expression patterns of 112 genes that were differentially expressed at all three time points are shown in **D**. Dendrogram of the unsupervised hierarchical clustering analysis of the E-Group and S-group samples at each time point is shown in **E**. The clustering was performed based on DE genes of the E-group versus the S-group at each time point. Euclidean distances were used to measure the similarities between the expression profiles of the samples.

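At 2 weeks post-surgery, 1560 probes were up-regulated and 1903 down-regulated, 3463 in all. After adjustment limma called 243 of them, 166 up and 77 down. One array weighed heavily on these counts. Without S-Group replicate 5, 2282 probes were up-regulated, 3110 were down-regulated and 1744 were called after adjustment, and 3167 of the 3463 calls remained. Leaving out S-Group replicate 3 gave 58 calls after adjustment. Estimating a weight for each array raised that number to 2947, and with the replicate numbers as a block limma called 0, although 5718 probes had an unadjusted p of at most 0.05 in that fit.
Within the limits set for named probes, 4 of the 5 largest fitted changes at 2 weeks were rises for which no S-Group array was well above background. Ptprn2 rose by 3.85 ± 0.30 (at least 8.87-fold), the olfactory receptor gene Or2d3c by 3.14 ± 0.20 (at least 4.98-fold), Tctn2 by 2.87 ± 0.27 (at least 3.43-fold) and Gata4 by 2.84 ± 0.31 (at least 4.78-fold). Sypl2, well above background on 3 of the S-Group arrays, rose by 2.88 ± 0.32, or 7.35-fold (limma adjusted p = 0.00576). The lower limits of Or2d3c, Tctn2 and Gata4 lie below that, so their place among the 5 is not established.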

At 2 weeks post-surgery, 1,944 DE genes were identified, including 946 up-regulated genes and 988 that were down-regulated. 

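By size of change at 2 weeks, 2520 probes lay from 2-fold to below 3-fold, 638 from 3-fold to below 4-fold and 239 from 4-fold to below 6-fold. At least 6-fold changes were found at 66 probes, of which 44 rose. Without S-Group replicate 5 the last 3 classes held 1139, 487 and 131 probes, without S-Group replicate 4 there were 39 at 6-fold or more, and with normexp 1.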

Of the DE genes, 1,441 exhibited a greater than 2-fold change in their expression levels, 329 displayed a greater than 3-fold change, 146 genes displayed a greater than 4-fold change, and 28 displayed a greater than 6-fold change.

Furthermore, 1,517 DE genes were identified at 4 weeks post-surgery, including 490 that were up-regulated and 1,027 that were down-regulated. Of these genes, 959 exhibited a greater than 2-fold change, 229 genes displayed a greater than 3-fold change, 174 genes displayed a greater than 4-fold change, and 155 genes displayed a greater than 6-fold change.

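At 4 weeks post-surgery, 2596 probes were called, 743 up-regulated and 1853 down-regulated, and 1831 of them after adjustment by limma (526 up and 1305 down). With 1 array left out, the number of down-regulated probes stayed between 1695 and 2099, and that of up-regulated probes after adjustment went down to 329 without S-Group replicate 5. With normexp 9 probes were up-regulated and 594 down-regulated. Within the limits set for named probes, all 5 with the largest fitted change fell. These were Ric8a (-4.52 ± 0.53), Or8g36b (-4.36 ± 0.35, at least 7.50-fold), the ferritin heavy chain gene Fth1 (-4.09 ± 0.58), Pygl (-3.74 ± 0.26) and Sowahc (-3.68 ± 0.21, at least 3.80-fold), with limma adjusted p values from 5.6e-06 to 0.00199. Each value is that of the most changed probe of its symbol, and other probes of these genes are not given singly here.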

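The 4-week calls comprised 1667 probes from 2-fold to below 3-fold, 392 from 3-fold to below 4-fold, 290 from 4-fold to below 6-fold and 247 at 6-fold or more. Of those 247 probes, 245 fell, and with normexp 44 probes changed by as much, all of them falls. At these 245 probes the E-Group arrays of 4 weeks stood 0.22 above the mean of the 19 arrays of the other groups (S-Group 2-week replicate 5 not counted), and the S-Group arrays of 4 weeks stood 3.25 above it (medians, log2). S-Group 2-week replicate 5, which shared a slide with 3 of the 4-week S-Group arrays, stood 3.48 above it, and 3.26 above the other arrays of its own group. Of the other 24 arrays compared in this way, none stood more than 0.58 above its group. For 59 of the 245 probes, another probe of the accession was well above background on at least 5 of the 10 arrays. In 54.4% of these 79 pairs the other probe changed in the same direction (95% Wilson interval 43.5% to 65.0%, pairs taken as independent).

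**Figure D1:**
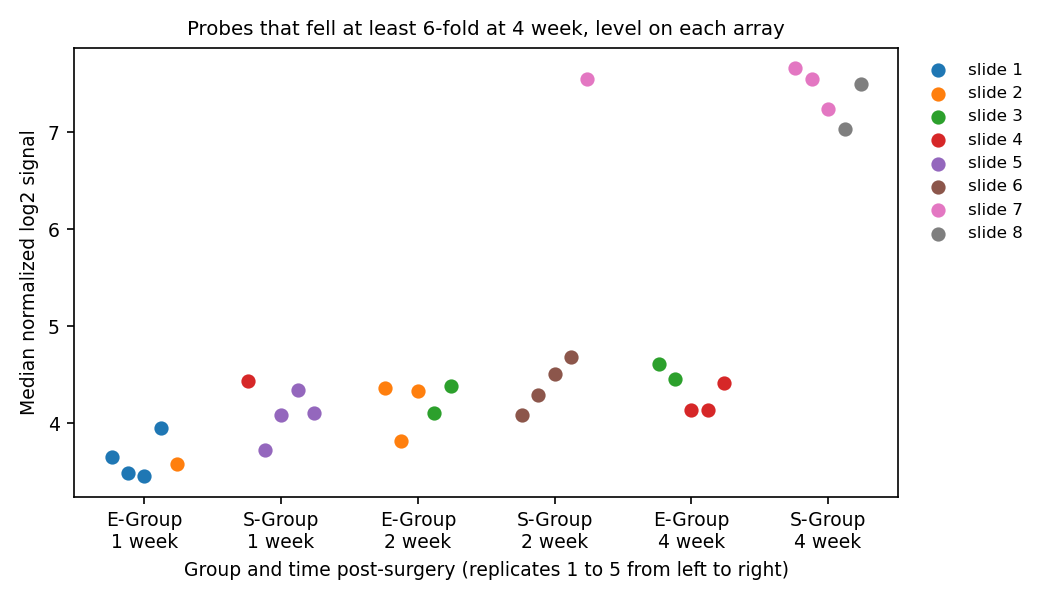
Median normalized log2 signal of the 245 probes that fell at least 6-fold at 4 weeks, 1 point per array, colored by slide and ordered by group and time post-surgery. The 5 S-Group arrays of 4 weeks and S-Group 2-week replicate 5 lie between 7.03 and 7.66, and the other 24 arrays between 3.45 and 4.69.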

Specifically, the numbers of up-regulated and down-regulated genes were similar at 1 and 2 weeks post-surgery. 

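Down-regulated probes made up 56.1% of the calls at 1 week and 55.0% at 2 weeks. These shares moved with the scaling: with the 75th percentile, 65.6% of the calls at 2 weeks were down-regulated, and with normexp 81.8%. Among the alternatives set before the data were examined that kept all arrays of a week, the lowest shares were 51.0% at 1 week, with 1 probe per gene symbol, and 50.8% at 2 weeks, with the replicate block. With 1 array left out, they were 53.3% to 57.4% at 1 week and 50.2% to 58.1% at 2 weeks.

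**Figure D2:**
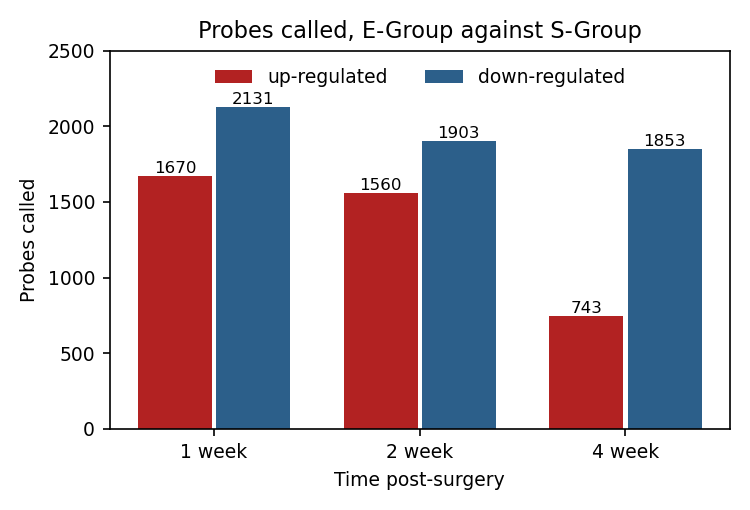
Number of probes called up-regulated and down-regulated in the E-Group against the S-Group at 1, 2 and 4 weeks post-surgery (n = 5 arrays per group and week). At 4 weeks, 1853 down-regulated probes stand against 743 up-regulated ones.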

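At 4 weeks, 71.4% of the called probes were down-regulated. The share was 61.6% with 1 probe per gene symbol and 98.5% with normexp, and 64.8% to 76.3% with 1 array left out. Across all 1853 down-regulated probes, the E-Group arrays of 4 weeks lay 0.05 above the mean of the 19 arrays of other groups and the S-Group arrays of 4 weeks lay 1.67 above it (medians, log2).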

At 4 weeks, however, a large number of DE genes with down-regulated expression (approximately 67.7%) were identified, indicating that during late-stage OA, subchondral bone cells had a more limited potential to generate the functional mediators involved in bone tissue homeostasis than did subchondral bone cells in early stage OA.

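A probe called at 1 and at 4 weeks was found 529 times, against 241 expected if the calls of both weeks were independent. Of these, 485 changed in the same direction (91.7%, 95% Wilson interval 89.0% to 93.7%), 133 up and 352 down. Array weights lowered this share most, to 83.6%.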

Interestingly, the DE genes that exhibited differential regulation at two of the three time points appeared to be dysregulated in a similar manner. Of the 659 genes that were dysregulated at both the 1- and 2-week time points (**Figure 3C**), 86.6% were dysregulated in the same direction (i.e., 30.6% were up-regulated at both time points, and 56.0% were down-regulated), and 13.4% were down-regulated at 1 week and up-regulated at 2 weeks. Similarly, of the 243 genes that were differentially expressed at 2 and 4 weeks, 90.5% were dysregulated in the same direction (i.e., 37.9% were up-regulated at both time points, and 52.6% were down-regulated; 9.5% were up-regulated at 2 weeks and down-regulated at 4 weeks).

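Both at 1 and at 2 weeks, 1168 probes were called, against 321 expected from independent calls. The direction was the same for 996 of them (85.3%, 95% Wilson interval 83.1% to 87.2%), with 344 up and 652 down at both time points. Another 162 probes (13.9%) were down-regulated at 1 week and up-regulated at 2 weeks, and 10 changed in the opposite order.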

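Both at 2 and at 4 weeks, 487 probes were called (219 expected), of which 427 had the same direction (87.7%, 95% Wilson interval 84.5% to 90.3%). Up-regulation at both time points was found for 139 probes and down-regulation for 288, and 59 (12.1%) rose at 2 weeks and fell at 4 weeks. Under array weights the share with the same direction was 69.0%.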

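Calls at each of the 3 time points were made for 216 probes. The number was 35 with normexp and 380 with scaling to the 75th percentile.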

Only 112 genes were differentially expressed at all three time points (**Figure 3D**). Of these genes, 101 genes were dysregulated in the same direction (41 were up-regulated, and 60 were down-regulated), Eleven were down-regulated at 1 week, up-regulated at 2 weeks, and down-regulated at 4 weeks. 

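Among the 216 probes, 65 were up-regulated and 122 down-regulated throughout, and 28 fell at 1 week, rose at 2 weeks and fell at 4 weeks. The remaining 1 followed another pattern.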

Detailed information on these genes can be found online in **Supplementary Table S1**. The interesting pattern of uniform dysregulation of the DE genes may be indicative of the molecular changes occurring in the subchondral bone. Alternatively, this finding may have been due to false positive results in the microarray data or in the subsequent analyses.

Furthermore, of the 112 genes that were differentially regulated at all three time points, 58% were poorly annotated, i.e., the functions of these genes and the biological processes in which they are involved are unclear. Of the annotated genes that were differentially expressed at all time points, 23 were consistently up-regulated and 22 were consistently down-regulated. 

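Of the 23 genes that the authors list in Table S1 as up-regulated throughout, 22 were measured here and 20 were called up-regulated at all 3 time points, all but Npas2 and Cfl2. Of the 22 listed as down-regulated throughout, 18 were measured and 16 were called, all but Surf6 and Camk1g. Since the authors chose these genes on the same arrays, these tallies are not independent evidence.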

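Itpkb, the gene of an inositol trisphosphate kinase, changed by -2.23 ± 0.66 at 1 week, 1.80 ± 0.25 at 2 weeks and -1.45 ± 0.52 at 4 weeks (limma adjusted p = 0.0667, 0.0154 and 0.102). Slc6a21, a gene of the solute carrier family, changed by -1.88 ± 0.53, 1.65 ± 0.60 and -1.11 ± 0.41 at the same time points (limma adjusted p = 0.0593, 0.217 and 0.114). Both changes turned from 1 to 2 weeks by more than the error, by 4.03 ± 0.75 for Itpkb and 3.52 ± 0.78 for Slc6a21 (interaction term, limma adjusted p = 0.0121 and 0.029). The paper chose both genes for this pattern on the same arrays, so the test is not independent evidence. With arrays of a slide allowed to correlate, neither gene passed an adjusted p of 0.05 in this test. For Slc6a21 only 1 E-Group array of 1 week was well above background, 1 E-Group array of 2 weeks (replicate 5, 5.86) stood apart from the other four, and the 4-week call was lost without E-Group replicate 3, S-Group replicate 4 or S-Group replicate 5.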

Two genes were down-regulated at 1 week, up-regulated at 2 weeks, and down-regulated at 4 weeks. There was no clear relationship between these dysregulated genes. However, several genes that may play pivotal roles in OA are listed in **Supplementary** **Table S2**. 

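The brighter probe of Ednra, the gene of the endothelin receptor type A, rose at each time point, by 1.40 ± 0.24 at 1 week, 1.17 ± 0.21 at 2 weeks and 1.06 ± 0.23 at 4 weeks (limma adjusted p = 0.0121, 0.0466 and 0.0169). Every E-Group array lay above every S-Group array in each week. The dimmer probe of the same accession changed the other way, by -0.90 ± 0.28, -0.20 ± 0.44 and -0.83 ± 0.65, and was not called.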

Almost none of these genes have been described in the context of OA, with the exception of Ednra, which mediates endothelin 1 signaling and has been considered a potential drug target for reducing OA pain [23].

### Unsupervised hierarchical clustering of sample probes

Unsupervised hierarchical clustering was performed based on the target values of the DE genes from the E-Group versus the S-Group at each post-surgical time point. The Euclidean distance was used to measure the degree of similarity between the expression profiles of the samples. As expected, clustering of the results at each time point resulted in E-Group sample clusters and S-Group sample clusters, although one of the E-Group samples clustered closer to the S-Group samples at the 1-week time point. 

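Clustering of the 10 arrays of a week on the called probes by average linkage, cut into 2 clusters, placed 1 array of 1 week with the other group, E-Group replicate 5, and none of 2 or 4 weeks. Complete linkage placed none at any time point, and Ward linkage placed that array and S-Group replicate 5 of 2 weeks. With all probes well above background in place of the called ones, 4, 4 and 3 arrays fell outside a cluster of their own group at 1, 2 and 4 weeks. The smaller cluster held only 1, 1 and 2 arrays. These were S-Group replicate 2 at 1 week, E-Group replicate 5 at 2 weeks, and S-Group replicates 4 and 5 at 4 weeks, which lay on 1 slide. E-Group 1-week replicate 5 was the only one of its group on a slide with 2-week E-Group arrays. Its mean distance to its own group was 127 and to those 3 arrays 117.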

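Distances between arrays were also compared without choosing probes by group, over the probes well above background on at least 5 of the 10 arrays of a week. At 1 week the mean distance between an E-Group and an S-Group array was 140 and that within groups 109. At 2 weeks the distances were 184 and 165, and at 4 weeks 160 and 125. An exact two-sided permutation of the group labels gave p = 0.00794 at 1 week, 0.0238 at 2 weeks and 0.00794 at 4 weeks, where 0.00794 is the smallest p that 5 arrays against 5 allow. With 1 array left out, the exact permutation p at 2 weeks ranged from 0.0238 to 0.0952. The test cannot tell groups from slides, since the E-Group and S-Group arrays of a week lay on different slides. The mean distance between groups exceeded that within groups by 31.1, 19.5 and 35.2 at 1, 2 and 4 weeks. Arrays of 1 group lay further apart on different slides than on the same slide by 33.2, over 24512 probes and all weeks. Slides alone could therefore produce a separation of this size.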

The dendrogram in **Figure 3E** shows the relationships between the expression levels of the samples and suggests that the E-Group samples' gene expression profiles were distinct from the S-group samples at each time point. These data further demonstrate that subchondral bone changes at the gene expression level occurred in a time-dependent manner in OA pathogenesis.

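A fit of all 30 arrays tested whether the change between E-Group and S-Group differed between time points. At an adjusted p of at most 0.05, limma found such a difference between 1 and 2 weeks at 243 probes, of which 204 had the higher change at 2 weeks. Between 2 and 4 weeks it found 107, with 93 lower at 4 weeks, and between 1 and 4 weeks 174, with 114 lower at 4 weeks. When arrays of a slide were allowed to be correlated, limma found 0, 0 and 0, with 1951, 2577 and 1725 probes at an unadjusted p of at most 0.05. Array weights moved the counts most, to 989, 5534 and 6380. Without the arrays numbered replicate 3, limma found 0, 0 and 7, with 3195, 3505 and 4179 probes at an unadjusted p of at most 0.05. From the grouping of E-Group and S-Group samples at each time point, the paper concludes that gene expression in the subchondral bone changed with time in the course of OA.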

### Analysis of DE genes with known or suspected roles in bone development or remodeling

Gene function analysis revealed a number of DE genes that have known or suspected roles in bone development or remodeling. 

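Table 1 lists osteoclast genes with 18 changes that could be measured here, of which 15 had the direction listed and 14 were also called. At 1 week all 10 measured changes were rises, from 0.75 to 2.73, and 9 were called. Ctsk, the cathepsin K gene, fell at 4 weeks by 2.07 ± 0.37 (limma adjusted p = 0.00714). Its E-Group replicate 4 of that week lay at 8.94, below the 10.41 to 10.80 of the other four. For Csf1 and Ostf1 the brighter probe was not called at 4 weeks (0.13 ± 0.15 and 0.24 ± 0.13) and the dimmer probe fell (-2.13 ± 0.23 and -2.13 ± 0.16). Mmp24 was called at 4 weeks (1.21 ± 0.27, limma adjusted p = 0.0204). Mmp1b was not analysed here.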

Genes with known roles in osteoclast differentiation and function include Acp5, Ctsk, Csf1, Ihh, Ostf1, Mmps (Mmp1b, 2, 3, 12, 13, 14, 16, 23, 24), Tnfsf11/RANKL, and Tnfrsf11b/OPG (**Table 1**). 

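Among the osteoblast genes of Table 2, 19 of 23 measured changes had the direction listed, and all 19 were also called. At 1 week 10 of 14 rose. Pthlh, the gene of the parathyroid hormone-like hormone, fell at 1 week by 3.22 ± 0.56 (limma adjusted p = 0.0147), from 10.12 ± 1.17 on 5 S-Group arrays to 6.90 ± 0.47 on 4 E-Group arrays (mean ± SD; the spot on E-Group replicate 5 was marked as an outlier). Cbfb fell at 4 weeks by 1.97 ± 0.30 and Igfbp1 at 2 weeks by 1.39 ± 0.54 (limma adjusted p = 0.00309 and 0.244). Pth1r and Angptl2 each rose by 1.14 at 1 week, with errors of 0.16 and 0.15. Osr2 rose at all 3 time points (1.46 ± 0.42, 1.71 ± 0.45 and 1.17 ± 0.25), and was past an adjusted p of 0.05 at 4 weeks (limma, 0.0157). Mapk6 was not called at its brighter probe (-0.11 ± 0.14) and rose by 0.94 ± 0.24 at its dimmer one. Angptl1 was not analysed here.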

The genes involved in osteoblast differentiation and function include Alp, Angptl2, Angptl1, Cbfβ, Col-1α1, Col-1α2, Col-3α1, Col-4α1, Mapk6, Igf1, Igfals, Igfbp1, Osr2, Postn, Pth, Pthlh, and Pth1r (**Table 2**). 

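The OA-related genes of Table 3 gave 36 measured changes, of which 35 had the direction listed and 34 were also called. Ddr2, the gene of a collagen receptor, rose at 1 week by 1.70 ± 0.20, and Col5a1 by 1.97 ± 0.32 (limma adjusted p = 0.00342 and 0.011). Fgfr2 is measured by several probes. The brightest changed by 0.72 ± 0.29 at 1 week and was not called, while the second probe fell by 1.99 ± 0.62. Bmp1, Col5a2, Col6a2, Col9a1, Col18a1, Gbx2 and Wisp3 were not analysed here.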

A subset of the genes is known to be related to OA including Adamts5, Aspn, Bmp1, Bmp3, Bmp4, Bmp5, Bmpr1a, Cald1, Col-2a1, Col-5a1, Col-5a2, Col-5a3, Col-6a2, Col-8a1, Col-9a1, Col-9a2, Col-9a3, Col-11a2, Col-16a1, Col-18a1, Col-27a1, Ctnnβ1, Ddr2, Fgfr2, Fgfr3, Fgfbp3, Fap, Fgf13, Gbx2, Mst1, Igsf10, Sdc2, Sfrp2, Tgfβ1, Wisp1, and Wisp3. Most of the genes in the last group were primarily up-regulated at 1 week post-surgery (**Table 3**). These results indicated that an altered phenotype of subchondral osteoclasts and osteoblasts may be contributing factors in OA.

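At 1 week all 25 measured changes of Table 3 were rises, from 0.65 to 2.63, and 23 were called, 17 of them after adjustment by limma. At 2 weeks 6 of 8 rose and at 4 weeks 3 of 3. Over all entries of Tables 1 to 5, in either direction, 63 of 70 were called at 1 week when adjusted over the list alone, and 41 when adjusted over all probes. At 2 weeks these numbers were 26 of 28 and 1, and at 4 weeks 13 of 17 and 8. Since the authors chose the entries on these arrays, the counts over the list alone are not independent evidence.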

**Table 1:** Representative DE genes with known or suspected roles in osteoclast differentiation and function [11], [32]–[34], [36], [38].

			Fold-change		
Genebank	Symbol	Description	1W	2W	4W
NM_019144	Acp5	Acid phosphatase 5, tartrate resistant	2.42**		
NM_031560	Ctsk	Cathepsin K			4.18**
NM_023981	Csf1	Colony stimulating factor 1 (macrophage)			−4.39**
NM_053384	Ihh	Indian hedgehog		3.41**	2.32**
NM_148892	Ostf1	Osteoclast stimulating factor 1			−4.37**
XM_001072313	Mmp1b	Matrix metalloproteinase 1b (interstitial collagenase)		3.39**	
NM_031054	Mmp2	Matrix metallopeptidase 2	3.74**		
NM_133523	Mmp3	Matrix metallopeptidase 3	6.62**	5.51**	
NM_053963	Mmp12	Matrix metallopeptidase 12	4.26*		
NM_133530	Mmp 13	Matrix metallopeptidase 13	2.83**		
NM_031056	Mmp 14	Matrix metallopeptidase 14	2.61*		
NM_080776	Mmp 16	Matrix metallopeptidase 16	2.12*		
NM_053606	Mmp23	Matrix metallopeptidase 23	2.14*		
NM_031757	Mmp24	Matrix metallopeptidase 24			2.31**
TC609946	TIMP1	Metalloproteinase inhibitor 1 precursor, partial (70%)	2.52**		
NM_057149	Tnfsf11(RANKL)	Tumor necrosis factor (ligand) superfamily, member 11	2.81**		
NM_012870	Tnfrsf11b (OPG)	Tumor necrosis factor receptor superfamily, member 11b		2.12*	

* = *P*<0.05,

** = *P*<0.01, - = down-regulated (E-Group versus S-Group samples).

**Table 2 pone-0032356-t002:** Representative DE genes with known or suspected roles in osteoblast differentiation and function [3], [5], [6], [11], [14], [16], [19].

			Fold-change		
Genebank	Symbol	Description	1W	2W	4W
NM_013059	Alp	Alkaline phosphatase,liver/bone/kidney	−2.93**		−3.55**
NM_133569	Angptl2	angiopoietin-like 2	2.19**		
NP_001102853	Angptl1	angiopoietin-like 1		4.57**	2.63**
NM_001013191	Cbfβ	Core-binding factor, beta subunit			−3.92**
NM_053304	Col-1α1	Collagen, type I, alpha 1	3.19**		
NM_053356	Col-1α2	Collagen, type I, alpha 2	4.06**		
NM_032085	Col-3α1	Collagen, type III, alpha 1	5.00**	3.32*	
NM_001135009	Col-4α1	Collagen, type IV, alpha 1	2.04**	−4.45*	
NM_031622	Mapk6	Mitogen-activated protein kinase 6	2.21**		
NM_178866	Igf1	insulin-like growth factor 1, transcript variant 2	2.30*		
NM_001082479	Igf1	Insulin-like growth factor 1, transcript variant 4	2.24**		
NM_053329	Igfals	Insulin-like growth factor binding protein, acid labile subunit	2.02*		2.20*
NM_013144	Igfbp1	Insulin-like growth factor binding protein 1		−2.63*	
NM_001012118	Osr2	Odd-skipped related 2 (Drosophila)	2.75*	3.27**	
NM_001108550	Postn	Periostin, osteoblast specific factor	6.34**	3.07*	
NM_017044	Pth	Parathyroid hormone		2.46**	
NM_012636	Pthlh	Parathyroid hormone-like hormone	6.47**		
NM_020073	Pth1r	Parathyroid hormone 1 receptor	2.20**		

* = *P*<0.05,

** = *P*<0.01, - = down-regulated (E-Group versus S-Group samples).

**Table 3 pone-0032356-t003:** Genes with known or suspected roles in bone development or remodeling [3], [35], [36].

			Fold-change		
Genebank	Symbol	Description	1W	2W	4W
NM_198761	Adamts5	ADAM metallopeptidase with thrombospondin type 1 motif, 5	2.13**		
NM_001014008	Aspn	Asporin	6.18**	4.26**	
NM_031323	Bmp1	Bone morphogenetic protein 1	2.72*		
NM_017105	Bmp3	Bone morphogenetic protein 3	2.25*		
NM_012827	Bmp4	Bone m orphogenetic protein 4	2.24*		
NM_001108168	Bmp5	Bone morphogenetic protein 5	2.19**	2.43**	
NM_030849	Bmpr1a	Bone morphogenetic protein receptor, type IA		2.19**	
NM_013146	Cald1	Caldesmon 1	2.34**		
NM_012929	Col-2α1	Collagen, type II, alpha 1	2.35**		
NM_134452	Col-5α1	Collagen, type V, alpha 1	3.91**		
NM_053488	Col-5α2	Collagen, type V, alpha 2	4.17**		
NM_021760	Col-5α3	Collagen, type V, alpha 3	2.08*		
NM_001100741	Col-6α2	Collagen, type VI, alpha 2	2.21*		
NM_001107100	Col-8α1	Collagen, type VIII, alpha 1	2.35*		
NM_001100842	Col-9α1	Collagen, type IX, alpha 1	2.07*		
NM_001108675	Col-9α2	Collagen, type IX, alpha 2	2.90**		
NM_001108611	Co-l9α3	Procollagen, type IX, alpha 3	2.96**		
NM_212528	Col-11α2	Collagen, type XI, alpha 2	2.64**		
NM_001015033	Col-16α1	Collagen, type XVI, alpha 1	3.02**		
NM_053489	Col-18α1	Collagen, type XVIII, alpha 1	2.83**		
NM_198747	Col-27α1	Collagen, type XXVII, alpha 1	2.64**		
NM_053357	Ctnn-β1	Catenin (cadherin associated protein), beta 1	2.27*		
NM_031764	Ddr2	Discoidin domain receptor tyrosine kinase 2	2.05**		
NM_012712	Fgfr2	Fibroblast growth factor receptor 2, transcript variant a	−3.82*		
NM_053429	Fgfr3	Fibroblast growth factor receptor 3	2.49**		
NM_001109165	Fgfbp3	Fibroblast growth factor binding protein 3	2.11*	2.48**	3.04**
NM_138850	Fap	Fibroblast activation protein, alpha	2.16*		
NM_053428	Fgf13	Fibroblast growth factor 13			2.51*
NM_053708	Gbx2	Gastrulation brain homeobox 2	−3.60**	2.49**	
NM_024352	Mst1	Macrophage stimulating 1 (hepatocyte growth factor-like)			2.07**
NM_198768	Igsf10	Immunoglobulin superfamily, member 10	2.89**		
NM_053470	Runx2	Runt related transcription factor 2 (Runx2)			−2.35**
NM_130425	Runx3	Runt-related transcription factor 3 (Runx3)		−2.86**	
NM_013082	Sdc2	Syndecan 2	2.55**	2.18**	
NM_001100700	Sfrp2	Secreted frizzled-related protein 2	3.08**	2.89*	
NM_021578	Tgf-β1	Transforming growth factor, beta 1		−3.46*	
NM_031716	Wisp1	WNT1 inducible signaling pathway protein 1	2.54**		
NM_001170483	Wisp3	WNT1 inducible signaling pathway protein 3	−2.96**	−3.61**	

* = *P*<0.05,

** = *P*<0.01, - = down-regulated (E-Group versus S-Group samples).

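At 1 week, the interleukin 36 beta gene Il36b (IL1f8 in the paper) changed by 0.02 ± 0.40, Tnfsf9 by -0.44 ± 0.25 and Il1rl1 by 0.99 ± 0.58, and none was called. For Il1rl1, S-Group replicate 2 lay at 2.14, apart from the 4.28 to 5.10 of the others. The Il36b change was called at 2 weeks (1.32 ± 0.27) and 4 weeks (1.06 ± 0.30), as was that of Tnfsf9 (1.12 ± 0.34 and 1.17 ± 0.28), and Il1rl1 was called at 4 weeks (1.02 ± 0.36). Tnfrsf11b, the osteoprotegerin gene, rose by 0.72 ± 0.27 at 1 week without being called and by 1.09 ± 0.34 at 2 weeks. The calls of Il36b, Il1rl1 and Tnfsf9 at 4 weeks and of Tnfrsf11b at 2 weeks were each lost with at least 1 of the arrays left out.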

Closer examination indicates that the mRNA expression levels of some pro-inflammatory cytokines and their receptors, including IL1f8, IL1rl1, Tnfsf9, Tnfsf11/RANKL, Tnfrsf11b/OPG, and Mmps [24]–[26], increased as early as 1 week post-surgery. Furthermore, mRNA expression of anti-inflammatory cytokines, such as IL10, Ifn-α4, Socs3, and Tgf-β [27]–[30], decreased in the early post-surgical stages, confirming that cytokines were involved in the inflammation response within the osteoarthritic subchondral bone.

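Il10 fell at 1 week by 1.09 ± 0.33 (limma adjusted p = 0.0769) and changed by -0.16 ± 0.27 at 2 weeks. Ifna4 fell by 1.02 ± 0.22 at 1 week and 1.29 ± 0.39 at 2 weeks (limma adjusted p = 0.026 and 0.162). Socs3 changed by -0.68 ± 0.31 at 1 week, where it was not called, and fell by 1.03 ± 0.41 at 2 weeks. S-Group replicate 5 of 2 weeks lay at 4.81, below the 6.52 to 7.11 of the other four, and the 2-week call of Socs3 was lost when any 1 of 7 other arrays was left out. The 1-week calls of Il10 and Ifna4 were lost in 3 and 5 of the 10 fits with 1 array left out, with the smallest falls (-0.89 and -0.90) without S-Group replicate 5.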

Another interesting finding was that the vast majority of the DE genes coding for C-C, C-X-C, and C-X3-C chemokines (Ccl2/MCP1, Ccl3/MIP-1α, Ccl4/MIP-1β, Ccl7/MCP-3, Ccl-11, Ccl19, Cxcl9, Cxcl10, Cxcl11, Cxcl13, Cx3cl1, Cmklrl) and their receptor (Ccr5) were unexpectedly down-regulated at 1 week post-surgery. 

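All 11 chemokine changes of Table 4 measured at 1 week were falls, from -0.45 to -3.59, and 10 were called, 6 of them after adjustment by limma. Cxcl10 fell by 3.59 ± 0.93, Cxcl11 by 3.10 ± 0.73 and Ccl19 by 2.45 ± 0.61 (limma adjusted p = 0.045, 0.0332 and 0.0389). On E-Group replicate 5 Cxcl10 lay at 10.69, against 5.17 to 6.61 on the other E-Group arrays. Cxcl11 was well above background on 1 E-Group array and Ccl19 on 2. Ccl3 fell by 1.19 ± 0.21 (limma adjusted p = 0.0138). Cx3cl1 was not called at its brighter probe (-0.45 ± 0.23), and fell by 1.20 ± 0.22 at its dimmer one.
Chemokine ligands and receptors on the array, 48 genes taken by symbol without regard to their change, had a median change of -0.21 and a mean of -0.50 at 1 week, with 20 up and 28 down. Of these, 12 were called down-regulated and 2 up-regulated. With adjustment over the list alone 7 genes were called, and over all probes 5. The test by camera, with a preset correlation of 0.01 between genes, gave p = 0.00762 for a fall relative to the other genes. It gave p = 0.271 with the correlation estimated from the arrays, the alternative that moved it most, and the rotation test fry gave 0.176. The mean over the 48 genes lay lower in the E-Group by 0.50 (exact permutation test, p = 0.0476, 0.143 after adjustment over 42 such comparisons).

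**Figure D3:**
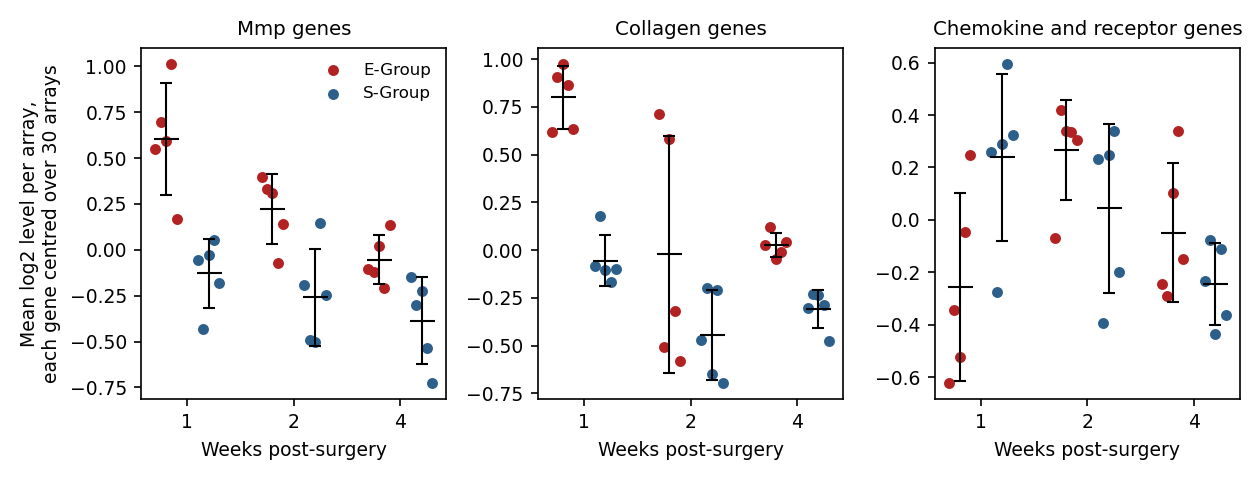
Mean log2 level of Mmp, collagen and chemokine genes on each array, each gene centered on its mean over 30 arrays, for E-Group and S-Group at 1, 2 and 4 weeks post-surgery (points, n = 5; lines, mean ± SD). At 1 week the E-Group and S-Group means are 0.60 and -0.13 for Mmp genes, 0.80 and -0.05 for collagen genes, and -0.26 and 0.24 for chemokine and receptor genes.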

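Ccl7 changed by -0.39 ± 0.53 at 1 week. It rose by 1.16 ± 0.50 at 2 weeks (limma adjusted p = 0.286), a call that was lost in 7 of the 10 fits with 1 array left out, and by 0.91 ± 0.37 at 4 weeks, below the fold change. The dimmer probe of the accession rose by 1.52 ± 0.50 and 1.27 ± 0.29 at these time points. Ccr9 rose by 1.29 ± 0.41 at 2 weeks (limma adjusted p = 0.176) and was well above background on all 5 E-Group and 3 S-Group arrays. Its rise was 0.98 without S-Group replicate 4.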

The exceptions to this trend were the up-regulation of mRNA levels of Ccl7 at 2 and 4 weeks post-surgery and of Ccr9 at 2 weeks post-surgery (**Table 4**). Similarly, a subset of the DE genes encoding pro-inflammatory cytokines (IL18, IL18 bp, Ifn-γ, Jak3, Sh2d2a, Stat1, Stat3, Ttrap, Vegfa) and their receptors (IL2rβ, IL7r, Tnfrsf9) were also down-regulated (**Table 5**) at 1 week post-surgery. These genes are thought to play important roles in OA pathophysiology and in subchondral cell migration [31]. 

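All 10 changes of Table 5 measured at 1 week were falls, and 9 were called, 4 of them after adjustment by limma. Il18 fell by 1.45 ± 0.32 and Il2rb by 1.42 ± 0.28 (limma adjusted p = 0.0258 and 0.019). Ifng was fitted at -1.87 ± 0.50, but no E-Group array was well above background, so its fall was at least 1.56-fold. Jak3 fell by 1.22 ± 0.35 (limma adjusted p = 0.0649). On E-Group replicate 5 Jak3 (11.85) lay above the other E-Group arrays. Il7r and Stat3 changed by 0.26 ± 0.32 and -0.25 ± 0.42 at 1 week. Il7r rose 2.15-fold at 2 weeks (limma adjusted p = 0.236), and Stat3 changed at 4 weeks by -0.53 ± 0.78 at its brighter probe and by -2.14 ± 0.24 at its dimmer one.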

Further studies are required to determine the pathophysiological roles of these chemokines and cytokines in osteoarthritic subchondral bone.

**Table 4 pone-0032356-t004:** DE genes encoding C-C, C-X-C, C-X3-C chemokines and their receptors [44]–[51].

			Fold-change		
Genebank	Symbol	Description	1W	2W	4W
AF079313	Ccl2 (MCP-1)	Monocyte chemoattractant protein-1 gene, 5′ flanking sequence	−5.71**	−3.07**	
NM_013025	Ccl3 (MIP-1α)	Chemokine (C-C motif) ligand 3	−2.28**		
NM_053858	Ccl4 (MIP-1β)	Chemokine (C-C motif) ligand 4	−4.08**		
NM_001007612	Ccl7 (MCP-3)	Chemokine (C-C motif) ligand 7		2.79*	2.38**
NM_019205	Ccl11	Chemokine (C-C motif) ligand 11	−2.05*		
NM_001108661	Ccl19	Chemokine (C-C motif) ligand 19	−4.52**		
NM_145672	Cxcl9	Chemokine (C-X-C motif) ligand 9	11.37**	-	
NM_139089	Cxcl10	Chemokine (C-X-C motif) ligand10	−12.08**		
NM_182952	Cxcl11	Chemokine (C-X-C motif) ligand11	−9.18**		
NM_001017496	Cxcl13	Chemokine (C-X-C motif) ligand13	−3.28*		
NM_134455	Cx3cl1	Chemokine (C-X3-C motif) ligand 1	−2.30**		
NM_053960	Ccr5	Chemokine (C-C motif) receptor 5	−2.00*		
NM_172329	Ccr9	Chemokine (C-C motif) receptor 9		2.19*	
NM_022218	Cmklr1	Chemokine-like receptor 1		−2.68**	

* = *P*<0.05,

** = *P*<0.01, - = down-regulated (E-Group versus S-Group samples).

**Table 5:** Inflammatory DE genes encoding cytokines and their receptors [24]–[26], [29], [31].

			Fold-change		
Genebank	Symbol	Description	1W	2W	4W
NM_001108570	IL1f8	Interleukin 1 family, member 8		2.51**	2.08*
NM_013037	IL1rl1	Interleukin 1 receptor-like 1, transcript variant 1,			2.03*
NM_013195	IL2rβ	Interleukin 2 receptor, beta	−2.67**		
NM_001106418	IL7r	Interleukin 7 receptor		−2.76*	
NM_012854	IL10	Interleukin 10	−2.00*		
NM_145789	IL13rα1	Interleukin 13 receptor, alpha 1		2.08*	
NM_019165	IL18	Interleukin 18	−2.74**		
NM_053374	IL18bp	Interleukin 18 binding protein	−2.35*		
NM_001106667	Ifn-α4	Interferon, alpha 4	−2.03*	−2.45*	
NM_138880	Ifn-γ	Interferon gamma	−2.73*		
NM_012855	Jak3	Janus kinase 3	−2.33*	−2.67*	
NM_032612	Stat1	Signal transducer and activator of transcription 1, transcript variant alpha	−2.38*		
NM_012747	Stat3	Signal transducer and activator of transcription 3			−4.42**
NM_053565	Socs3	Suppressor of cytokine signaling 3		−2.04*	
NM_001025773	Tnfrsf9	Tumor necrosis factor receptor superfamily, member 9	−2.66*		
NM_181384	Tnfsf9	Tumor necrosis factor (ligand) superfamily, member 9		2.17*	2.25*
NM_001034947	Ttrap	Traf and Tnf receptor associated protein			−2.25*
NM_031836	Vegfa	Vascular endothelial growth factor A, transcript variant 1	−2.71*		

* = *P*<0.05,

** = *P*<0.01, - = down-regulated (E-Group versus S-Group samples).

### Functional classification of the DE genes

Gene ontology (GO, http://www.geneontology.org) analyses were performed to obtain more detailed functional information regarding the DE genes. These analyses were based on *Rattus norvegicus* annotations for three gene ontology categories (biological process, cellular component, or molecular function). The distributions of the annotated DE genes involved in the three functional categorizations at each time point were similar to each other (**Figure 4A** **)**, suggesting that the dysregulation in gene expression involved in these categories occurred in parallel with disease progression in the subchondral bone of the osteoarthritic rat.

**Figure 4:**
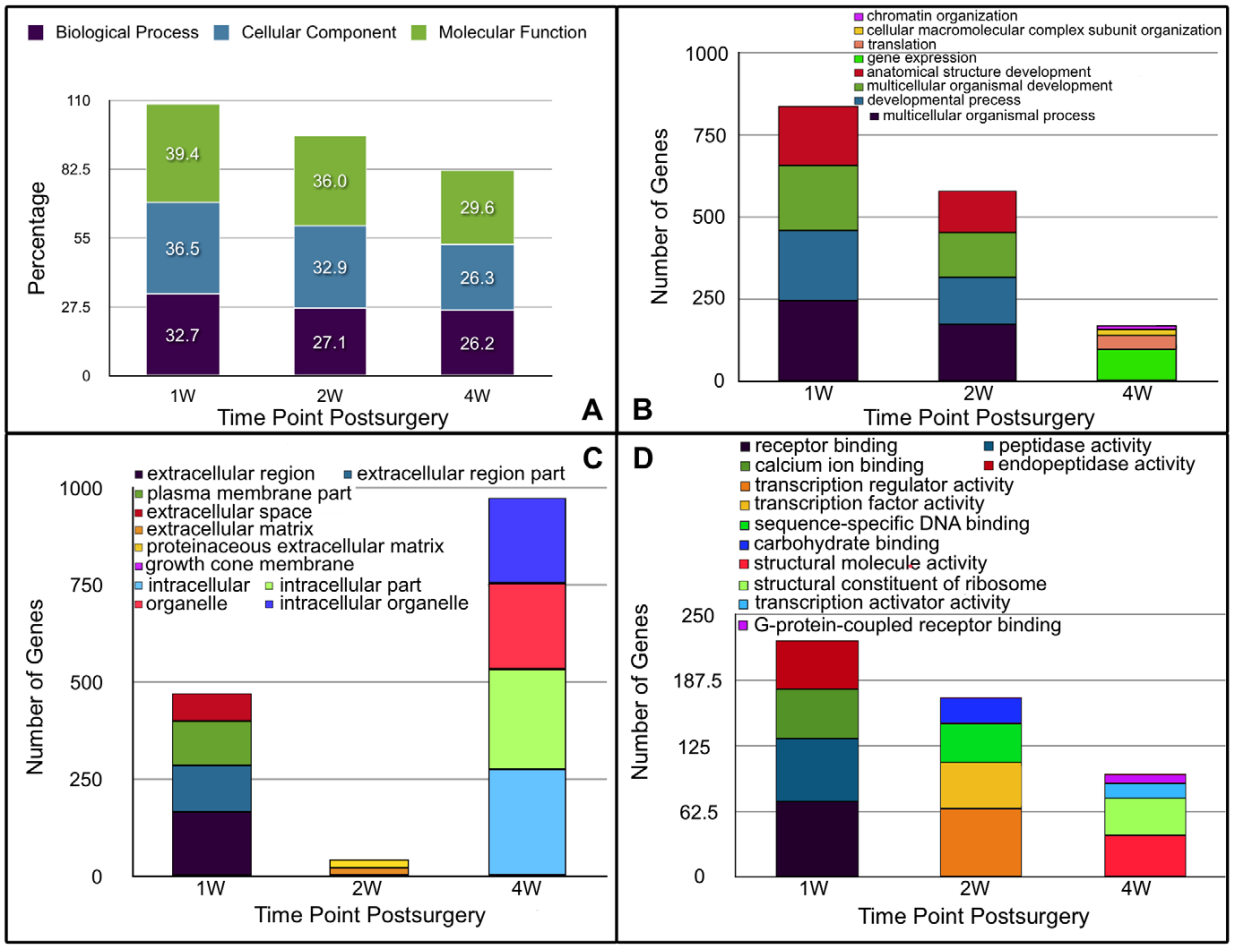
The distribution of the DE genes at each post-surgical time point is described based on the three gene ontology categories and the numbers of DE genes in the first four gene functional classifications of each gene ontology category. **A**. The distribution of DE genes was similar among the three gene ontology categories at each post-surgical time point. **B**. The functional classifications of the dysregulated genes involved in the biological processes category and the numbers of dysregulated genes in the first four functional classifications at each post-surgical time point. **C**. The functional classifications of the dysregulated genes involved in the cellular component category and the numbers of dysregulated genes in the first four functional classifications at each post-surgical time point. **D**. The functional classifications of the dysregulated genes involved in the molecular function category and the numbers of dysregulated genes in the first four functional classifications at each post-surgical time point.

Of the 730 annotated genes that were significantly involved in a specific biological process at 1 week post-surgery, 33.7% were involved in multicellular organismal processes, 29.2% in developmental processes, 27.1% in multicellular organismal development, and 24.7% in anatomical structure development. These four categories were the most enriched (**Figure 4B**). Biological processes known to be related to OA pathways were studied in greater depth. The representative biological processes that were identified as significantly affected at 1 week post-surgery include the response to wounding, blood vessel development, skeletal system development, bone development, and activation of the plasma proteins involved in the acute inflammatory response (**Table 6**). Similarly, of the 527 annotated DE genes identified at 2 weeks post-surgery, 32.8% were involved in multicellular organismal processes, 27.5% in developmental process, 25.6% in multicellular organismal development, and 23.9% in anatomical structure development. The identified representative biological processes at 2 weeks post-surgery included the response to steroid hormone stimulus, skeletal system development, blood vessel development, and wound healing (**Table 7**). Of the 397 annotated DE genes at 4 weeks post-surgery, 24.7% were involved in gene expression, 10.3% in translation, 4.5% in cellular macromolecular complex subunit organization, and 3.3% in chromatin organization. 

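Ribosomal protein genes, the largest group of translation genes that can be taken by symbol, were examined at 4 weeks. Their 76 genes had a median change of 0.02, with 4 called down-regulated and none up-regulated. The mean over the genes lay lower in the E-Group arrays by 0.11 (exact permutation test, p = 0.0159, 0.0741 after adjustment over 42 comparisons). The median change of the family lay above 0 but below 0.12, the median change over 1 probe per gene symbol. Over 75 genes measured on all 10 arrays, camera gave a p of 0.0288 for a fall relative to other genes. With the estimated correlation it was 0.285, and fry gave 0.331. The direction depended on the scaling: with the 75th percentile, the median change was 0.58 and the camera p for a rise was 1.06e-07.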

Only three representative biological processes were identified at this time point, including bone development, positive regulation of hormone secretion, and calcitonin catabolic processes (**Table 8**). Detail information of the four most enriched categories can be found online in **Supplementary Table S3**.

**Table 6:** Representative biological processes enriched with DE genes identified at 1 week post-surgery.

GOID	GO term*	Number of genes	Fisher-Pvalue
GO:0032501	**multicellular organismal process**	246	0.0057
GO:0032502	**developmental process**	213	0.00009
GO:0007275	**Multicellular organismal development**	198	0.00003
GO:0048856	**anatomical structure development**	180	0.00012
GO:0009605	response to external stimulus	64	0.00284
GO:0009611	response to wounding	56	0.00141
GO:0001568	blood vessel development	41	0
GO:0048583	regulation of response to stimulus	40	0.03473
GO:0001501	skeletal system development	38	0.00001
GO:0048545	response to steroid hormone stimulus	38	0.02035
GO:0001944	vasculature development	42	0
GO:0048514	blood vessel morphogenesis	33	0.00001
GO:0042060	wound healing	30	0.00015
GO:0060348	bone development	27	0.00004
GO:0048584	positive regulation of response to stimulus	25	0.01695
GO:0001503	ossification	23	0.00071
GO:0030198	extracellular matrix organization	23	0
GO:0006816	calcium ion transport	19	0.03767
GO:0032101	regulation of response to external stimulus	19	0.04736
GO:0034097	response to cytokine stimulus	17	0.02595
GO:0006935	chemotaxis	16	0.00095
GO:0016055	Wnt receptor signaling pathway	14	0.03239
GO:0048705	skeletal system morphogenesis	14	0.00029
GO:0051216	cartilage development	14	0.0005
GO:0009612	response to mechanical stimulus	12	0.02122
GO:0032103	positive regulation of response to external stimulus	12	0.00556
GO:0051924	regulation of calcium ion transport	11	0.01044
GO:0001649	osteoblast differentiation	10	0.03949
GO:0030199	collagen fibril organization	9	0
GO:0060349	bone morphogenesis	9	0.00001
GO:0032963	collagen metabolic process	8	0.00368
GO:0002062	chondrocyte differentiation	7	0.00254
GO:0002541	activation of plasma proteins involved in acute inflammatory response	7	0.00649
GO:0051928	positive regulation of calcium ion transport	6	0.04434
GO:0060350	endochondral bone morphogenesis	6	0.0001
GO:0001569	patterning of blood vessels	5	0.00279
GO:0045669	positive regulation of osteoblast differentiation	5	0.03069
GO:0061035	regulation of cartilage development	5	0.00067
GO:0030574	collagen catabolic process	4	0.01807
GO:0032964	collagen biosynthetic process	4	0.03775
GO:0050918	positive chemotaxis	4	0.03775
GO:0050926	regulation of positive chemotaxis	4	0.02368
GO:0050927	positive regulation of positive chemotaxis	4	0.02368
GO:0060351	cartilage development involved in endochondral bone morphogenesis	4	0.00022
GO:0071345	cellular response to cytokine stimulus	4	0.03775
GO:0001958	endochondral ossification	3	0.01527

*GO term in bold are the four most enrich biological processes.

**Table 7:** Representative biological processes enriched with DE genes identified at 2 weeks post-surgery.

GOID	GO term*	Number of genes	Fisher-Pvalue
GO:0032501	**multicellular organismal process**	173	0.04764
GO:0032502	**developmental process**	145	0.01263
GO:0007275	**multicellular organismal development**	135	0.00601
GO:0048856	**anatomical structure development**	126	0.00412
GO:0048545	response to steroid hormone stimulus	28	0.03465
GO:0001501	skeletal system development	23	0.00673
GO:0001568	blood vessel development	20	0.02913
GO:0001944	vasculature development	20	0.03454
GO:0042060	wound healing	18	0.02142
GO:0043627	response to estrogen stimulus	17	0.01539
GO:0006816	calcium ion transport	15	0.03209
GO:0034097	response to cytokine stimulus	15	0.0068
GO:0060348	bone development	15	0.02454
GO:0030198	extracellular matrix organization	12	0.00007
GO:0032355	response to estradiol stimulus	12	0.01553
GO:0051216	cartilage development	11	0.00111
GO:0048705	skeletal system morphogenesis	10	0.00265
GO:0051924	regulation of calcium ion transport	9	0.00964
GO:0043406	positive regulation of MAP kinase activity	8	0.04488
GO:0048706	embryonic skeletal system development	7	0.00989
GO:0000187	activation of MAPK activity	6	0.045
GO:0048704	embryonic skeletal system morphogenesis	6	0.01051
GO:0060349	bone morphogenesis	5	0.00428
GO:0051926	negative regulation of calcium ion transport	4	0.00775
GO:0030199	collagen fibril organization	3	0.03856
GO:0001569	patterning of blood vessels	3	0.03856
GO:0030513	positive regulation of BMP signaling pathway	2	0.04539
GO:0033687	osteoblast proliferation	2	0.03149
GO:0051280	negative regulation of release of sequestered calcium ion into cytosol	2	0.00355
GO:0010523	negative regulation of calcium ion transport into cytosol	2	0.01024
GO:0090090	negative regulation of Wnt receptor signaling pathway through beta-catenin	2	0.03149

*GO terms in bold are the four most enriched biological processes.

**Table 8:** Representative biological processes enriched with DE genes identified at 4 weeks post-surgery.

GOID	GO term*	Number of genes	Fisher-Pvalue
GO:0010467	**gene expression**	98	0.02722
GO:0006412	**translation**	41	0
GO:0034621	**cellular macromolecular complex subunit organization**	18	0.01368
GO:0006325	**chromatin organization**	13	0.04592
GO:0060348	bone development	12	0.02852
GO:0046887	positive regulation of hormone secretion	6	0.02371
GO:0010816	calcitonin catabolic process	1	0.04494

*GO terms in bold are the four most enriched biological processes.

Further analysis revealed many common representative biological processes at 1 and 2 weeks post-surgery, however, annotated genes involved in the common biological processes were quite different between the this two time points. The only common biological process to all three time points was bone development. This finding suggests that similar biological processes involved in subchondral bone alterations occurred at 1 and 2 weeks post-surgery. Additionally, these findings demonstrate that subchondral bone remodeling occurred throughout OA pathogenesis in this model.

Interestingly, of the annotated DE genes involved in the cellular component category, the greatest number was predominantly involved in the extracellular component category at both 1 and 2 weeks post-surgery. At 4 weeks post-surgery, however, the greatest number of DE genes was involved in the intracellular component category (**Figure 4C**), highlighting the importance of extracellular processes in the very early stages of OA. The classifications of the molecular functions that were enriched in the set of DE genes were quite different among the three time points (**Figure 4D**), suggesting that time-dependent molecular changes occurred in osteoarthritic subchondral bone.

### DE genes validated by real-time PCR

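On the arrays, Alpl, the gene of the alkaline phosphatase that the paper names Alp, fell at 1 week by 1.62 ± 0.35, at 2 weeks by 1.20 ± 0.53 and at 4 weeks by 1.83 ± 0.26 (limma adjusted p = 0.0241, 0.292 and 0.00191). Its 2-week call was lost in 6 of the 10 fits with 1 array left out. Postn, the periostin gene, rose by 2.67 ± 0.37 at 1 week and 1.62 ± 0.61 at 2 weeks (limma adjusted p = 0.00621 and 0.232), and the 2-week call was lost without E-Group replicate 1, E-Group replicate 3 or S-Group replicate 4. Tgfb1 changed by -0.60 ± 0.46, -1.79 ± 0.64 and -0.10 ± 0.19 at 1, 2 and 4 weeks and was called at 2 weeks (limma adjusted p = 0.211). Tnfsf11, the RANKL gene, rose by 1.49 ± 0.28 at 1 week and 1.51 ± 0.85 at 2 weeks, the second with p above 0.05 (limma adjusted p = 0.0152 and 0.405).

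**Figure D4:**
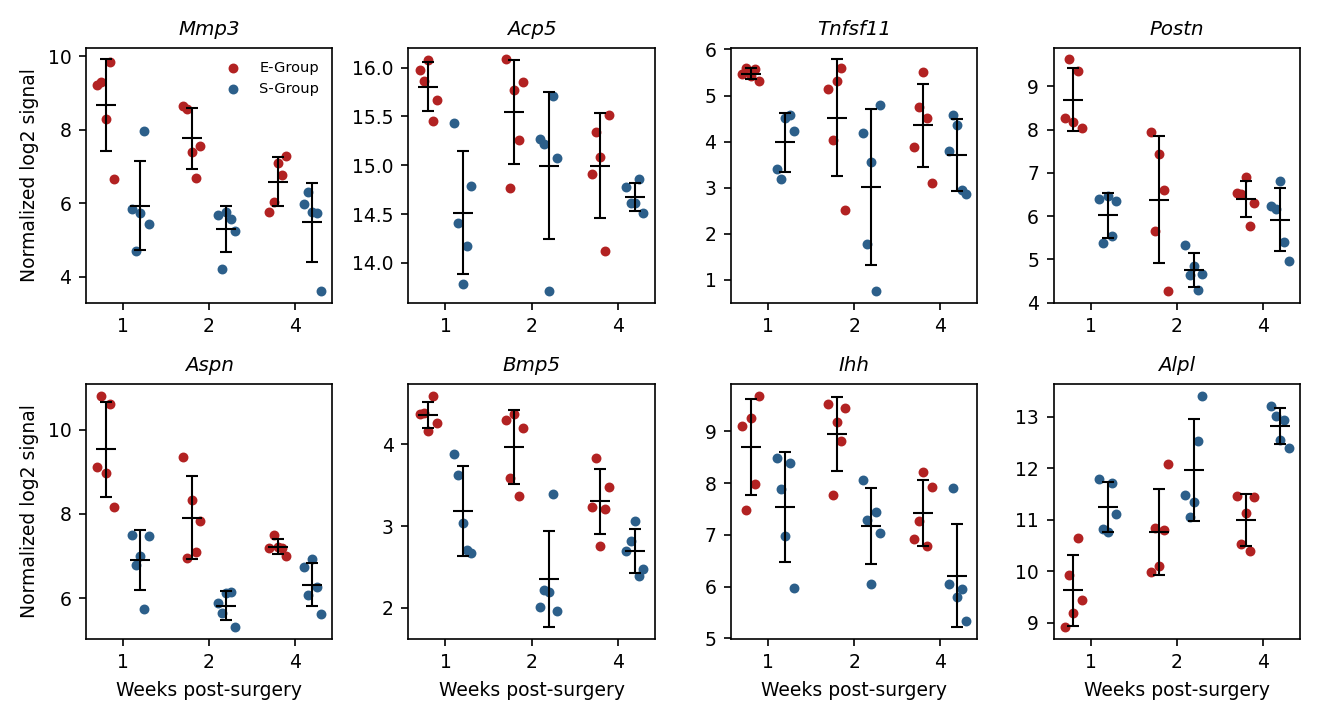
Normalized log2 signal on each array of Mmp3, Acp5, Tnfsf11, Postn, Aspn, Bmp5, Ihh and Alpl in the E-Group and S-Group at 1, 2 and 4 weeks post-surgery (points, n = 5; lines, mean ± SD). At 1 week the E-Group mean of Postn was 8.69 against 6.02 in the S-Group, and that of Alpl 9.63 against 11.24.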

The DE genes indicated by our microarray analyses to be involved in osteoblast differentiation and function (e.g., Alp, Igf1, Tgf β1 and Postn), those involved in osteoclast differentiation and function (e.g., Mmp3, Tnfsf11 and Acp5), and known OA genes (e.g., Bmp5, Aspn and Ihh) were confirmed by real-time PCR. As shown in **Figure 5**, gene expression patterns for Mmp3, Acp5, and Igf1 precisely matched the expression patterns obtained from microarray analysis, and these three genes are involved in the differentiation and function of osteoclasts or osteoblasts. However, Alp, Tgf-β1 and Tnfsf11 were not differentially expressed as determined by real-time PCR at any time point. 

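Acp5, the gene of tartrate-resistant acid phosphatase, rose at 1 week by 1.29 ± 0.29 (limma adjusted p = 0.0267), from 14.52 ± 0.63 to 15.80 ± 0.25 (mean ± SD, n = 5), and was not called at 2 weeks (0.55 ± 0.39) or 4 weeks (0.32 ± 0.24). The paper lists Igf1 under 2 accessions. Their brightest probes rose at 1 week by 1.16 ± 0.30 and 1.20 ± 0.33 (limma adjusted p = 0.043 and 0.0551), and a dimmer probe of the latter changed by 0.10 ± 0.14.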

Of the remaining genes, real-time PCR results matched the microarray analysis for at least one time point. The expression profiles of each gene that was confirmed by real-time PCR matched the results obtained from the microarray analysis for at least at two time points, with the exceptions of Alp and Ihh. These differences were perhaps due to the heterogeneity of osteoarthritis between individual animals and potential false positives in the microarray data. However, the expression profiles of Mmp3 and Acp5 were validated by real-time PCR, the results of which were identical to the profiles that were determined using microarray analysis. Although most target genes only matched the tested probes at two time points, it is important to note that a similar degree of variability was observed at other time points in the real-time PCR results without statistically significant differences between groups. Overall, these results indicated that our microarray data accurately reflect gene expression patterns. Furthermore, these data indicate that subchondral bone remodeling occurs in a time-dependent manner and in parallel with disease progression.

**Figure 5:**
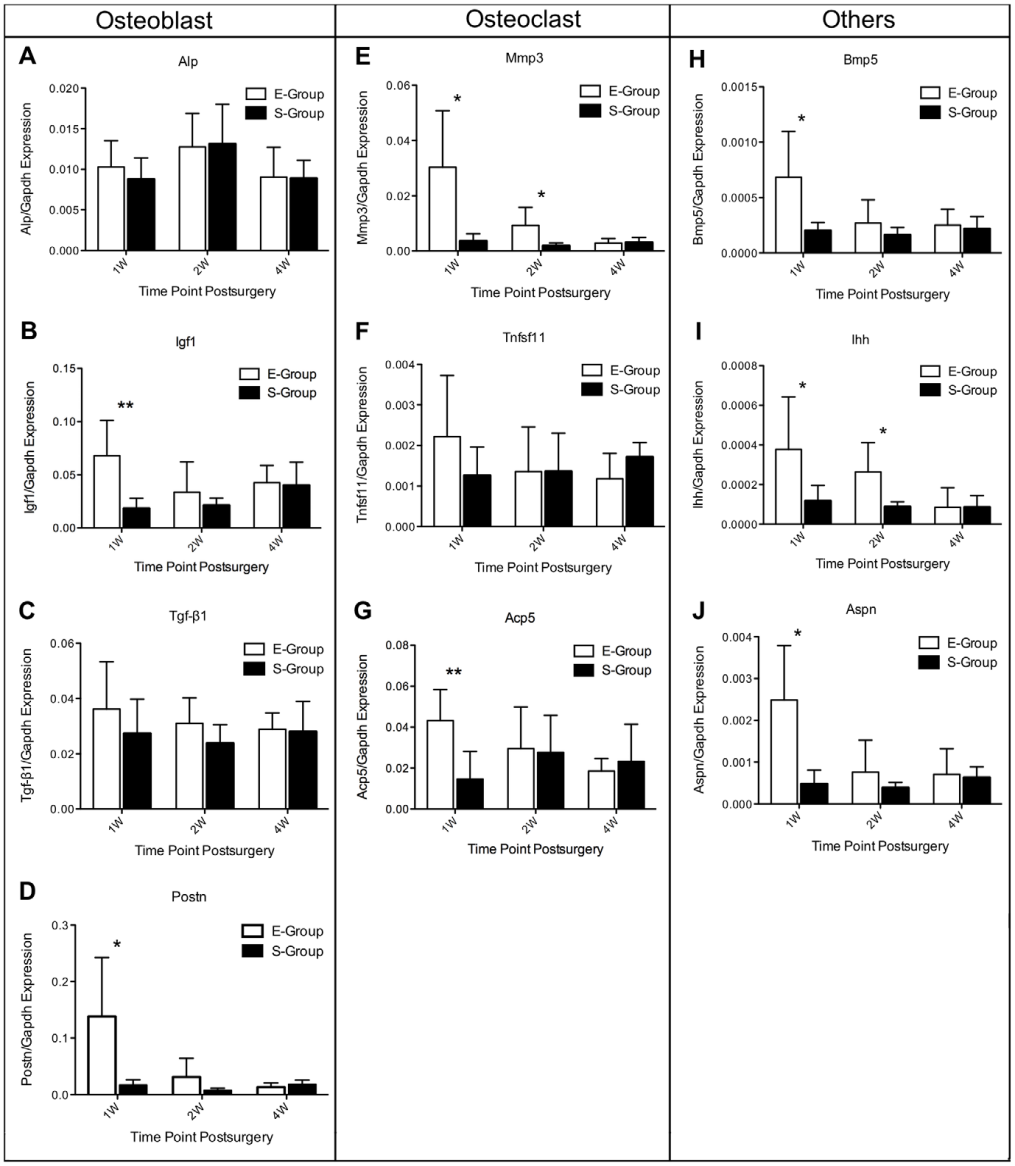
Gene expression patterns of Alp, Igf1, Tgf-β1 and Postn (genes involved in osteoblasts differentiation and function), Mmp3, Tnfsf11 and Acp5 (genes involved in osteoclasts differentiation and function), and Bmp5, Aspn, Ihh (known OA-related genes), evaluated by real-time polymerase chain reaction (PCR). The expression profiles of each gene matched the tested probes at a minimum of two time points. A similar degree of variability was observed at other time points in the real-time PCR results without statistically significant differences between groups. The values are the mean and SEM of the gene expression levels in 5 animals (separate from the animals used for microarray analyses), as determined by ΔCt analysis, normalized to GAPDH expression, and relative to the expression levels of sham-operated controls. * *p*<0.05, ** *p*<0.01 (versus sham-operated controls).

### Validation of gene expression at the protein level

To gain further insight and independent support for the results of our microarray analysis, immunohistochemistry staining was performed to examine the protein levels of Mmp3 and Aspn in tissue sections from the E-Group and the S-Group. Mmp3 was chosen for investigation because it is an important factor in bone metabolism [32]–[36]. Mmp3 protein expression levels were markedly increased in the E-Group compared with the S-Group at 1 and 2 weeks post-surgery, whereas no significant difference was observed between these two groups 4 weeks post-surgery. These results are in complete agreement with the expression levels of this gene determined by real-time PCR. Specifically, a clear difference in Mmp3 expression was identified in the E-Group between 1 and 2 weeks post-surgery, including a stronger positive signal and more positive cells that were positive for Mmp3 at 1 week post-surgery. A subset of polynuclear giant cells and a subset of smaller mononuclear cells in the subchondral bone area of E-Group samples were strongly positive for cytoplasmic Mmp3 at 1 and 2 weeks post-surgery. In the same anatomical region in the S-Group samples, these cells appeared negative for Mmp3. As indicated by these histological analyses, no obvious cartilage damage was observed in the E-Group at 1 week post-surgery. The results from immunohistochemistry and real-time PCR analyses, however, strongly support the hypothesis that remarkable changes occur in the subchondral bone and precede significant articular cartilage degeneration (Figure 6). Nevertheless, differential expression of Aspn protein between the E-Group and the S-Group was not observed in the subchondral bone at any time point (results not shown). Aspn mRNA levels, however, were observed to be significantly increased at 1 week and 2 weeks post-surgery based on microarray analyses and real-time PCR. However, gene expression levels do not necessarily predict protein levels due to alternative transcriptional and translational steps and protein degradation. 

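Aspn, the asporin gene, rose from 6.91 ± 0.71 to 9.54 ± 1.13 at 1 week and from 5.82 ± 0.35 to 7.91 ± 0.98 at 2 weeks (S-Group and E-Group, mean ± SD, n = 5). The changes were 2.63 ± 0.53 and 2.09 ± 0.43 (limma adjusted p = 0.0202 and 0.0654). At 4 weeks the change was 0.90 ± 0.23, below the fold change. Every E-Group array lay above every S-Group array at each of the 3 time points (exact permutation test, p = 0.00794 in each week).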

Negative control cells stained with secondary antibody alone confirmed the specificity of the primary antibody (results not shown).

**Figure 6:**
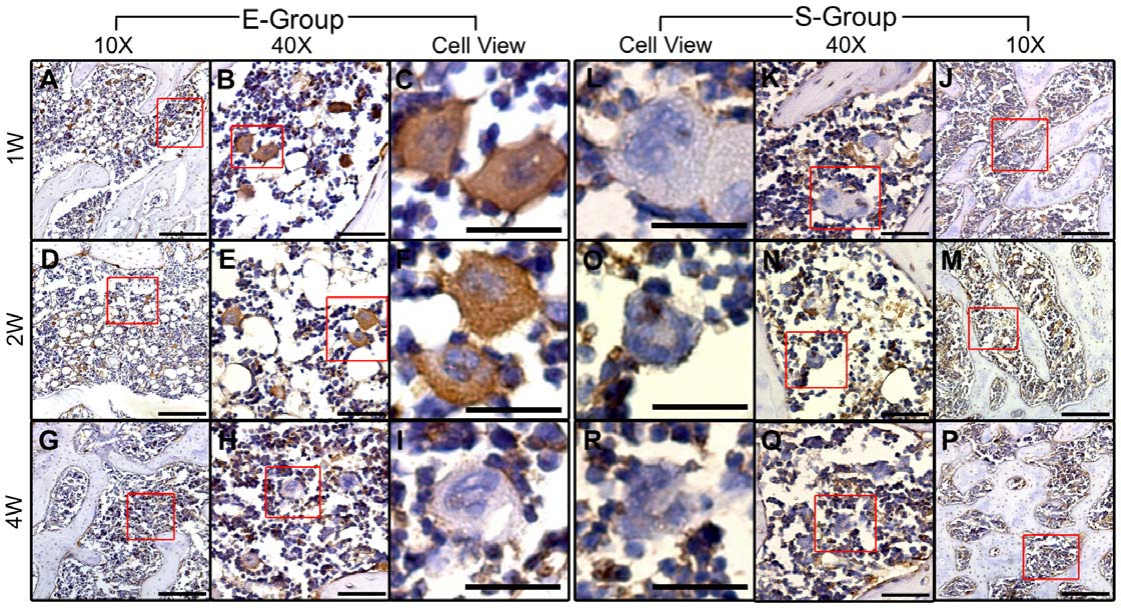
Evaluation of the expression levels of Mmp3 in the subchondral bone of the E-Group and the S-Group using immunohistochemistry staining. The antibody against Mmp3 was used to assess the spatial and temporal expression of the protein by colorimetric detection (brown precipitate). The mononuclear cells of both groups appeared positive for the same levels of Mmp3 at 1, 2 and 4 weeks post-surgery. The polynuclear giant cells in the subchondral bone of the E-Group expressed Mmp3 in their cytoplasm 1 and 2 weeks post-surgery, but not at 4 weeks, wheras those of the S-Group appeared negative at all three time points post-surgery. Specifically, obvious differences were discovered in the E-Group between 1 week and 2 weeks post-surgery, including stronger positive signals and more positive cells at 1 week compared with 2 weeks post-surgery. All sections were counterstained with hematoxylin (blue stain). The scale bars for 10X, 40X and Cell-view are 200 µm, 50 µm, and 50 µm respectively.

## Discussion

OA is a disease of the cartilage and bone, and studying the molecular changes of subchondral bone contributes to the general understanding the pathogenesis of OA [3]–[5]. Because there are no adequate available human samples that are available to be used in the study of OA in subchondral bone, an experimental rat OA model was used in this study. In this model, knee joint instability was surgically induced and shown to be 1) consistent with the post-traumatic OA in humans and 2) useful for genetic analyses [20]–[22]. One major difficulty for gene expression research in the subchondral bone is RNA degradation during the isolation procedure. High-quality RNA from subchondral bone samples is the foundation of reliable gene expression analyses, such as microarray and quantitative RT-PCR analyses. Here, we describe for the first time a simple and effective method for RNA isolation from this tissue. Using a micro-electric burnishing instrument, the femur condyle was separated in liquid nitrogen to obtain the subchondral bone sample, effectively avoiding RNA degradation. There was, however, one primary limitation of this method: the removal of articular cartilage and epiphyseal plate tissue was primarily judged subjectively by the operator who viewed the tissues under a microscope during the operation. Considering the organized structure of the rat knee [7], [21], the identification of the different tissue compartments of this joint is straightforward, this limitation can be considered negligible.

Bone remodeling is regulated by the balanced processes of osteoclast-mediated bone resorption and osteoblast-mediated bone formation. Disequilibrium of this balance leads to dysregulated bone tissue remodeling, and can result in excessive bone loss or extra bone formation and consequent skeletal disease [37], [38]. Previous studies have demonstrated that early subchondral bone loss is followed by increased bone density and OA progression [5], [21], [39]. In our study, as shown in **Tables 1** **–** [Table pone-0032356-t002] [Table pone-0032356-t003] [Table pone-0032356-t004] **5**, we identified a group of DE genes that play roles in osteoclast and osteoblast differentiation and function in the early stages of OA in this model. These data provide additional evidence supporting the conclusion that an altered phenotype of subchondral osteoblasts and osteoclasts contribute to OA [11], [15], [16], [19], [33]–[35], [38].

Bone tissue remodeling involves the synthesis and degradation of the collagenous framework of bone. Fibrous type I collagen is the major structural component of bone, and alterations in bone collagen metabolism are detrimental to the structural properties of bone [3]. Abnormalities of the type I collagen homotrimer have been observed in osteoblasts cultured from the bones of patients with advanced OA. This finding was primarily attributable to increased Col-1α1 expression and unchanged Col-1α2 expression. This abnormal Col1α1: Col1α2 ratio generated a matrix that blunted mineralization in OA osteoblasts [3], [40], [41]. Consistent with these results, we observed increased expression of both Col-1α1 and Col-1α2 at 1 week post-surgery in our study. However, changes in the expression levels of Col-1α2 were slightly greater than for Col-1α1, which exhibited different features of bone type I collagen expression during the first stage of the rat OA model.

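The brighter of the Col1a1 probes rose at 1 week by 1.68 ± 0.29 (limma adjusted p = 0.0131) and the other changed by -0.33 ± 0.17. On E-Group replicate 5 the brighter probe lay at 16.49, below the 17.41 to 17.61 of the other four. For Col1a2 the order was the opposite: the brighter probe fell by 0.83 ± 0.19 (limma adjusted p = 0.0311), below the fold change, and the other rose by 2.02 ± 0.40 (limma adjusted p = 0.0181). At 2 weeks the brighter probes of Col1a1 and Col1a2 changed by -0.37 ± 0.44 and -0.71 ± 0.44. The fall of the Col1a1 change from 1 to 2 weeks was past the adjusted threshold (interaction term, limma adjusted p = 0.0392). It was not past that threshold when arrays of a slide were allowed to correlate.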

In addition, our study revealed a group of up-regulated collagen mRNAs at 1 week post-surgery. However, José Ramón et al. recently reported that several collagens (i.e., Col4a1, Col4a2, Col8a1, Col10a1, and Col11a1) were clearly down-regulated in bone marrow mesenchymal stem cells from patients with advanced OA [42]. 

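The 17 collagen genes on the array, taken by symbol, had a median change of 1.40 and a mean of 0.86 at 1 week, with 12 called up-regulated and 2 down-regulated. With adjustment over the list alone 14 were called, and over all probes 10. The test by camera gave p = 3.05e-05 for a rise, 0.0031 with the estimated correlation, which raised it most, and fry gave 6.7e-06. The mean over the genes lay higher on each E-Group array than on any S-Group array, by 0.86 (exact permutation test, p = 0.00794, 0.0476 after adjustment over 42 comparisons). Col3a1 rose by 2.33 ± 0.32 (limma adjusted p = 0.00606) and, at 2 weeks, by 1.73 ± 0.50. At 2 weeks the camera p was 0.0843 and at 4 weeks 0.0959, and limma called 0 collagen genes at either time point after adjustment, over the list alone or over all probes, and 2 and 0 at the unadjusted p. At 4 weeks fry gave 0.000299, and every E-Group array had a higher mean than any S-Group array.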

Whether these discrepant results are due to the species used or the disease stage examined is unclear. In particular, and in partial agreement with the results of this previous study, Col4a1 expression increased at 1 week post-surgery and then decreased at 2 weeks post-surgery in our study. These results indicate that collagen-related metabolic changes occurred in a time-dependent manner in this OA model.

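At its brighter probe, Col4a1 rose by 1.03 ± 0.27 at 1 week and 0.46 ± 0.33 at 2 weeks (limma adjusted p = 0.0482 and 0.505). The 1-week call was lost in 4 of the 10 fits with 1 array left out. The dimmer probe changed by -1.06 ± 0.47 at 1 week and -2.16 ± 0.60 at 2 weeks, and was called at both.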

Collagen II is a major and uniformly distributed component of cartilage, and its destruction leads to cartilage degradation. Up-regulated collagen II expression was observed at 1 week post-surgery in our study. It has been suggested that collagen II is expressed and produced by mesenchymal cells in the subchondral bone and is then transported to the overlying cartilage [43]. This transport would occur via clefts or channels in the subchondral bone for the purpose of protecting the cartilage from erosion during the very early stages of OA [4], [8], [9], [11]. 

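Col2a1 rose at 1 week by 1.24 ± 0.23 (limma adjusted p = 0.0151), from 15.47 ± 0.37 to 16.70 ± 0.35 (mean ± SD, n = 5). With scaling to the 75th percentile the rise was 0.99, below the fold change. A far dimmer probe of the accession changed by 0.42 ± 0.22.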

Klatt AR et al. reported that collagen II may be involved in cartilage degradation by inducing MMPs and pro-inflammatory cytokines [44]. Given that MMPs and pro-inflammatory cytokines were also up-regulated in our model, we conclude that collagen II expressed in the subchondral bone cells may also be involved in subchondral bone remodeling by mediating and modulating extracellular matrix (ECM) degradation. Further studies will be required to fully understand the pathophysiological roles of MMPs and pro-inflammatory cytokines in osteoarthritic subchondral bone.

Chemokines are known to play important roles in chronic inflammatory diseases, such as rheumatoid arthritis (RA) and OA. Chemokines are divided into four subgroups: C, CC, CXC, and CX3C, according to the position of their cysteine residues [45]. Chemokines are abundant within inflamed tissues in joints [46] and affect the activation and migration of circulating cells into tissue [47]. Furthermore, chemokines produced in subchondral bone can directly or indirectly induce cartilage deterioration and bone remodeling during OA progression [48], [49]. Recent studies have reported that the expression of chemokines and their receptors is increased in cartilage, bone, synovial membrane and synovial fluid samples from osteoarthritic patients [48]–[53]. However, the majority of these results was obtained from patients with advanced OA and does not reveal the molecular changes associated with the early stages of OA. The present study, however, demonstrates for the first time that the vast majority of chemokines and their receptors exhibit significantly down-regulated mRNA expression in the early stages of the rat model of OA. Similarly, a subset of pro-inflammatory cytokines and their corresponding receptors that are involved in chemokine signaling pathways, including IL18, IL18bp, IL2rβ, IL7r, Ifn-γ, Tnfrsf9, Ttrap, Jak3, Stat1, and Stat3 [30], also exhibited reduced expression at 1 week post-surgery. Cytokines and growth factors are known to actively participate in functional alterations of the synovium, cartilage and subchondral bone. Furthermore, these molecules are produced by cells in osteoarthritic joint tissues [31], and the relationship between inflammatory cytokines and chemokines is complex. Guo H et al. demonstrated the production and expression of chemokines and their receptors in human chondrocytes in response to IL-1 and TNFα treatment [51]. Down-regulation of the expression of these cytokines may negatively affect chemokine signaling and may influence the Jak-Stat signaling pathway. It is by these mechanisms that cytokines may modulate different cell functions, such as cytokine production, migration, cellular proliferation and apoptosis [30], [54], [55].

These gene expression data do not directly prove that inflammation was reduced in the subchondral bone in the very early stages of OA; however, several lines of evidence support this conclusion: 1) a reduction in inflammation may be a protective mechanism in response to external mechanical stimuli on the subchondral bone; 2) subchondral bone is in a different inflammatory joint compartment during the very early stages of OA, one that likely expresses fewer inflammatory molecules, such as chemokines and pro-inflammatory cytokines; 3) given that they lack chemokine and chemokine receptor expression, mesenchymal cells may have a more limited potential to diffuse into the overlying cartilage through the subchondral cracks [46]–[48]; 4) chemokines and their receptors are not uniquely restricted to inflamed subchondral bone but can alter bone metabolism [54]; 5)the expression patterns of chemokines and their receptors were observed to be distinct between the early and late stages of OA when the results of previous studies of late-stage OA were considered [48]–[52]. Elucidating the function of chemokines and their receptors may provide novel and important insights into the pathophysiology of subchondral bone in OA.

Although our findings conflict with the results of certain previous studies [48]–[52], other studies have also reported that the expression of chemokines and their receptors is reduced in OA. Haringman et al. demonstrated that CCR1 and CCR5 expression in peripheral blood cells from arthritis patients was significantly decreased when compared with healthy controls [55]. Furthermore, a group of chemokines, including Ccl2, Ccl22, Ccl24, Ccl27, Cxcl7, Cxcl10, Cxcl12 and Xcl1, exhibited significantly reduced expression levels in samples from OA patients compared with samples of normal synovial fluid [49]. Both of these findings are in partial agreement with our results. Interestingly, we observed that the expression of Ccl2, Ccl7, Ccr9 and certain pro-inflammatory cytokines (i.e., IL1f8, IL1rl1, IL13rα1, and Tnfsf9) began increasing at 2 or 4 weeks post-surgery. At the same time, the expression of certain anti-inflammatory cytokines, such as IL10, Ifn-α4, Tgf-β, and Socs3 [27]–[30], decreased. In particular, Ccl2 expression was reduced at 1 week post-surgery and was increased at 2 weeks post-surgery, indicating that changes in chemokine expression were time-dependent. Furthermore, these results suggest that inflammation increases in the later stages of OA. 

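Ccl2 fell at 1 week by 2.61 ± 0.66 and rose at 2 weeks by 1.62 ± 0.34 (limma adjusted p = 0.0422 and 0.0662), and changed by -0.66 ± 0.42 at 4 weeks. At 1 week 1 of the E-Group arrays was well above background. The change from 1 to 2 weeks was 4.23 ± 0.74 (interaction term, limma adjusted p = 0.00825). It did not pass an adjusted p of 0.05 when arrays of a slide were allowed to correlate. At 2 weeks the Ccl2 level was 5.86 ± 0.57 in the E-Group and 4.24 ± 0.54 in the S-Group (mean ± SD, n = 5). The mean over all chemokine ligands and receptors changed by 0.22 at 2 weeks and 0.19 at 4 weeks (exact permutation test, p = 0.198 and 0.214). At 2 weeks 4 were called up-regulated and 2 down-regulated, and at 4 weeks 0 at the unadjusted p. The camera p was 0.105 and 0.78, and fry gave 0.0219 at 4 weeks.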

To summarize, our study strongly supports the idea that inflammation actively participates in subchondral bone remodeling in a rat model of OA.

There is clear evidence that chemokines stimulate various cell types in the osteoarthritic joint, thereby promoting these cells to produce cytokines and metalloproteinases (Mmps) [48]–[53]. Although we observed a reduced expression of chemokines in our study, Mmp expression (i.e., Mmp1b, 2, 3, 12, 13, 14, 16, 23, and 24) was increased as early as 1 week post-surgery, further supporting the conclusion that Mmp expression increases bone resorption in OA [32]–[36]. These results were not unexpected given the complex regulatory and signaling networks involved in the regulation of gene expression.

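The 21 Mmp genes on the array had a median change of 0.57 at 1 week, with 17 up and 4 down, and 9 were called, all up-regulated. With adjustment over the list alone 9 were called and over all probes 5. The camera p for a rise was 0.000326, and it moved most with the estimated correlation, to 0.0411; fry gave 0.00142. On each E-Group array of 1 week the mean over the genes was higher than on any S-Group array, by 0.73 on average (exact permutation test, p = 0.00794, 0.0476 after adjustment over 42 comparisons). Mmp12 rose by 2.09 ± 0.75, Mmp14 by 1.38 ± 0.41 and Mmp16 by 1.09 ± 0.36, and Mmp23 from 7.68 ± 0.59 to 8.78 ± 0.46 (mean ± SD, n = 5), with limma adjusted p values from 0.0603 to 0.119. Mmp24 changed by 0.71 ± 0.24 at 1 week and was not called. At 2 weeks camera gave p = 0.0137 for the list (0.107 with the estimated correlation, 0.0284 by fry) and at 4 weeks 0.185 (fry 0.0231).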

Mmp3 is a stromelysin and has broad activity on a variety of extracellular matrix molecules, including proteoglycans, fibronectin, gelatin, collagen types IV and IX, and laminin [36]. Many studies have reported that Mmp3 is expressed in various bone cell types and actively participates in bone resorption and formation [8], [32]–[36], [56]. Kusano et al. reported that Mmp2, Mmp-3, and Mmp-13 are expressed in mouse osteoblastic cells and that their expression is markedly enhanced by treatment with IL-1α and IL-6 treatment [32]. Meikle et al. demonstrated that human osteoblasts synthesize Mmp1, Mmp-3 and Mmp-9 in vitro [56]. Moreover, Mmp3 in human osteoblasts and osteoclasts actively participates in bone formation [22]. It has also been shown that Mmp activity is indispensable for the migration of (pre)osteoclasts to future resorption sites [57]. Following IL-1α stimulation, rabbit osteoclasts expressed Mmp1, Mmp-2, Mmp-3, and Mmp-9 and TIMP-1. The Mmps were then released into the sub-osteoclastic resorption zone, where they participated in bone collagen degradation [58]. In particular, our study demonstrated the up-regulation of Mmp3 expression in polynuclear cells and mononuclear cells at both the mRNA and protein levels at 1 and 2 weeks post-surgery. 

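The mRNA of Mmp3 rose by 2.73 ± 0.69 at 1 week and 2.46 ± 0.43 at 2 weeks (limma adjusted p = 0.0422 and 0.0423). Levels were 8.66 ± 1.25 and 5.94 ± 1.22 in the E-Group and S-Group at 1 week and 7.77 ± 0.83 and 5.30 ± 0.63 at 2 weeks (mean ± SD, n = 5). At 4 weeks the change was 1.11 ± 0.51 and was not called; S-Group replicate 5 of that week lay at 3.61, below the 5.74 to 6.30 of the other four.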

Although it is unclear what these cells are in the subchondral bone, polynuclear giant cells and mononuclear cells that express Mmp3 in the subchondral bone certainly play critical roles in the early pathophysiology of OA. Further study is required to determine the exact functions of these cells in OA. To our knowledge, these results represent the first time that the expression levels of groups of chemokines and Mmps were shown to be down-regulated and up-regulated, respectively, in subchondral bone during the early stages of an animal model of OA. These results could help us better understand the events that occur in subchondral bone during the early stages of OA and may be helpful in the identification of molecular diagnostic markers and therapeutic targets.

OA has been correlated with alterations in joint biomechanics [59]. Therefore, molecular changes in response to mechanical stimuli are likely etiologic for OA at early stages, which may lead to subsequent pathologic changes in the cartilage and subchondral bone. Indian Hedgehog (Ihh) is considered a critical mediator in transducing mechanical signals to stimulate chondrocyte proliferation [60], [61]. Repeated mechanical loading triggers the expression of Ihh, which in turn increases the number of replicating mesenchymal cells and the amount of the cartilage that is formed [62]. Moreover, Hh signaling is activated in OA and higher levels of Hh signaling in chondrocytes induce a more severe osteoarthritis phenotype. Furthermore, blocking Hh can be used as a therapeutic approach to inhibit articular cartilage degeneration in rat models of OA [63].

We have demonstrated that Ihh expression increased at 1 and 2 weeks post-surgery and was unchanged at 4 weeks post-surgery. 

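The brightest of 4 Ihh probes changed by 1.16 ± 0.56 at 1 week, which did not pass the unadjusted p (exact permutation test, p = 0.111, n = 5). Without E-Group replicate 2, S-Group replicate 1 or S-Group replicate 4 it was called at 1 week. It rose by 1.77 ± 0.43 at 2 weeks and 1.21 ± 0.48 at 4 weeks (limma adjusted p = 0.0994 and 0.135). The 4-week call was lost in 6 of the 10 fits with 1 array left out, and S-Group replicate 2 of that week lay at 7.91, above the 5.33 to 6.05 of the other four. None of the other Ihh probes was called, and the third by brightness changed by -0.28 ± 0.56 at 2 weeks and -0.39 ± 0.28 at 4 weeks. The 3 changes did not differ from each other (interaction terms, limma adjusted p from 0.79 to 0.987).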

Our study provides evidence that Ihh is an important mediator in the transduction of mechanical signals, causing chondrocyte proliferation and hypotrophy. This effect was a result of the surgically induced force imbalance within the joint. Our study is the first to show increased Ihh expression in subchondral bone in a rat model of OA as early as 1 week post-surgery. At this stage, morphologic analyses revealed almost no alteration in the articular cartilage. Based on an unusual expression profile of Ihh, it is possible that Ihh immediately responded to the abnormal forces on the joint, causing serial molecular changes in the subchondral bone. The Ihh signal may then have been transduced, triggering proliferation and hypotrophy signals within the chondrocytes, and, finally, degeneration of the articular cartilage, which is known to occur in late OA in both animals and humans. The early stimulation of Ihh in subchondral bone may be a driving mechanism of osteoarthritis and may, therefore, constitute a perfect therapeutic target for blocking the progress of osteoarthritis at a very early stage, when the cartilage is still intact.

Furthermore, it has been reported that Hh indirectly regulates Adamts5 via Hh-mediated expression of RUNX2, which is thought to be involved in hypertrophic changes in chondrocytes and the destruction of the cartilage matrix [63]. Recent research has demonstrated that the joints of ADAMTS5−/− mice that received transection of the medial meniscotibial ligament (to induce OA) were protected from cartilage damage. 

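Adamts5 rose at 1 week by 1.09 ± 0.20 (limma adjusted p = 0.0159), from 4.14 ± 0.40 to 5.23 ± 0.20 (mean ± SD, n = 5), with no overlap between the groups. Without S-Group replicate 2 the rise was 1.00 and just below the fold change. It changed by 0.31 ± 0.88 at 2 weeks and 0.34 ± 0.50 at 4 weeks. Runx2 was not analysed here.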

The joints of these mice also exhibited only minor changes to the subchondral bone structure when compared with the substantial changes observed in wild type mice that were subject to the same surgery [64] The microarray data in our study, however, indicate that Adamts5 and Runx2 were down-regulated at 1 and 4 weeks post-surgery, respectively. This finding suggests that Ihh may function via a pathway other than Adamts5 and Runx2, one that leads to chondrocyte hypotrophy and cartilage loss. The mechanism by which mechanical loading stimulates Ihh signaling and initiates OA remains unknown and requires further research.

Periostin (Postn) is a secreted protein that was originally identified in mouse osteoblasts. It is reported to promote cell adhesion and migration, which is clearly detectable in the perichondrium surrounding developing bones. This fact suggests that Postn may play a role in the recruitment of cells to the chondrocyte lineage [65]–[67]. A recent study documented that Postn can respond to mechanical stimuli in vitro; this response was demonstrated when the Postn expression in an odontoblast cell line subjected to a mechanical force was significantly inhibited [68]. In addition, Postn is known to play an essential role in the progression of cardiac valve complex degeneration by inducing angiogenesis and the production of Mmps, including Mmp2 and Mmp13 [69]. Both of these Mmps were observed to be increased at 1 week post-surgery based on our microarray data. 

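Mmp2 rose at 1 week by 1.90 ± 0.29, and Mmp13 from 12.51 ± 0.86 to 14.02 ± 0.44 (mean ± SD, n = 5; limma adjusted p = 0.00817 and 0.0468). A dimmer probe of Mmp2 changed by 0.43 ± 0.20. Neither gene was called at 2 weeks (0.90 ± 0.40 and 0.86 ± 0.43) or 4 weeks (0.53 ± 0.16 and 0.51 ± 0.44).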

We also confirmed that the expression of Postn significantly increased 1 week after the surgery using real-time PCR. To the best of our knowledge, no previous research has focused on the correlation between OA and Postn. Based on the above data, we conclude that Postn expression may be immediately stimulated by the abnormal mechanical force due to the surgery, causing angiogenesis and metalloproteinase-induced cellular matrix degeneration, thus initiating cartilage loss. This finding might conflict with the previous research [68]; however, this difference may have occurred because in vitro and in vivo experiments occasionally give opposing results. More research needs to focus on the mechanism by which Postn responds to mechanical forces, how it initiates these reactions, and how it relates to OA.

Bone morphogenetic proteins (Bmps) have been shown to participate in many signaling processes, such as organogenesis, tissue differentiation and dorsal-ventral patterning. In humans, Bmps are known to act as fundamental regulators of bone and cartilage development and homeostasis and play a pivotal role in bone and cartilage growth and repair [70]–[74]. BMPs implanted into soft tissue in vivo cause the formation of heterotopic bone via an endochondral process [75]–[77]. Our microarray data indicate a dramatic increase in Bmp expression (including Bmp1, Bmp3, Bmp4, and Bmp5) in the subchondral bone in a rat model of OA as early as 1 week post-surgery. These significant changes suggest that the formation of osteophytes in OA joints may result from Bmp signaling.

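Bmp3 rose at 1 week by 1.17 ± 0.36 and Bmp4 by 1.16 ± 0.38 (limma adjusted p = 0.0745 and 0.0902). For Bmp3, S-Group replicate 1 lay at 6.98, above the 5.33 to 5.68 of the other four. The Bmp4 rise was 0.85 without S-Group replicate 2.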

Furthermore, Bmp5 plays a functional role in skeletal development and is expressed postnatally in the tibial and costochondral growth plate of rats. In these tissues, Bmp5 expression results in increased proliferation and cartilage matrix synthesis in chondrocytes [78], [79]. Studies of mice with Bmp5 cleavage mutation also indicate that Bmp signaling is an important part of mechanotransduction in the bone [78]. Consistent with these results, our data provide evidence that Bmp5 plays a critical role in mechanotransduction in bone. 

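Bmp5 rose by 1.17 ± 0.25 at 1 week and 1.61 ± 0.32 at 2 weeks (limma adjusted p = 0.023 and 0.0609), and changed by 0.61 ± 0.21 at 4 weeks. It was dim: 2 of the S-Group arrays of 1 week and 1 of those of 2 weeks were well above background, and with normexp the 1-week rise was 0.19. S-Group replicate 4 of 2 weeks lay at 3.39, above the 1.96 to 2.22 of the other four.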

The expression of Bmp5 is increased at 1 week post-surgery, reflecting another mechanism by which mechanical force changes have extremely important effects and result in an immediate and widespread molecular response.

In summary, the results of previous studies were based on samples obtained from patients with late-stage OA or in vitro experiments. Neither of these models can precisely describe the molecular changes that occur in the early stages of OA in vivo. Our results were obtained by examining the early stages of an animal model of OA and were confirmed using both real-time PCR and immunohistochemistry. In addition to providing a simple and effective method to separate of subchondral bone sample from the knee joint in a rat model of OA, we report the gene expression profiles of subchondral bone in the rat OA model at multiple post-surgical time points. At the same time, our findings provide data on the time-course of the cell-level molecular changes in osteoarthritic subchondral bone. These findings strongly support an important role for subchondral bone remodeling in OA pathogenesis. Most importantly, we identified DE genes with known or suspected roles in bone development and remodeling. These identified genes may be used as novel diagnostic markers or as therapeutic targets for OA.

## Materials and Methods

### Rat model of osteoarthritis

Ninety 10-week-old male Sprague-Dawley rats (Laboratory Animal Center of Sun Yat-Sen University, China) weighing 300–325 g were used in the study (Animal quality certificate number: 0061858, 0062374, 0071053). The animals were divided equally into two groups: the experimental group (E-Group) and the sham-operated group (S-Group). Rats in the E-Group underwent open surgery. This surgery involved both a medial meniscectomy and a medial collateral ligament (MCL) transection with micro-scissors as described previously [21], [22]. All rats were anesthetized with isoflurane. After the surgical sites were shaved and sterilized, the right knee joints were operated upon using a medial parapatellar approach. The articular capsule was then washed with a sterile saline solution, and the incision was closed in two layers. The articular capsule was sutured intermittently and independently with 5-0 absorbable sutures (Jinhuan Medical Supplies Company, Shanghai, China). The skin was closed with interrupted sutures using 5-0 silk threads (Jinhuan Medical Supplies Company, Shanghai, China). The S-Group rats were subjected to a sham operation in which a similar incision was made, but no changes were made to the medial meniscus or the medial collateral ligament. Following the surgery, all animals were immediately treated with penicillin (North China Pharmaceutical Co., LTD, Shijiazhuang, Hebei Province, China) and tramadol (North China Pharmaceutical Co., LTD, Shijiazhuang, Hebei Province, China).

Every procedure was reviewed and approved by the Institutional Animal Care and Use Committee at the Sun Yat-sen University (Approval ID: 0048139).

### Specimen processing

The animals were sacrificed at 1, 2, and 4 weeks post-surgery. Fifteen animals were used for each time point in each treatment group. Five animals were used for histological analysis and immunohistochemistry; five were used for microarray analysis and another five were used for real-time PCR. Following disarticulation of the right knee joints of the 5 animals, the femurs were cleaned and washed with physiologic saline. The gross appearance of the distal femur was recorded using a digital camera (IXUS 960IS, Canon, Japan), and the distal section of each femur was fixed in 4% paraformaldehyde (Boster, China) in phosphate-buffered saline (PBS) for 24 h. The samples were then decalcified with 20% EDTA (pH 7.4) for 3 weeks at 4°C; the medium was changed every 3 days.

Following exarticulation of the right knee joints of the other ten animals, the femurs were rapidly fractured from the epiphyseal plate. The femoral condyles were then frozen in liquid nitrogen for subchondral bone separation and total RNA extraction.

### Histology

Following decalcification, the medial condyles of the femurs were embedded in paraffin wax and sectioned in the sagittal plane. Paraffin sections (5 µm thick) were stained with H&E, 0.5% safranin-O (Sigma Corp., St. Louis, MO) for glycosaminoglycans, 0.1% rapid green (Sigma Corp., St. Louis, MO) for collagen, and counterstained with Mayer's hematoxylin (Sigma Corp., St. Louis, MO) for nuclei. The images were captured with a Leica DMI 3000 B microscope (Germany) and software (Leica Application Suite V3).

### Subchondral bone separation and total RNA extraction

The femur condyles frozen in liquid nitrogen were placed in insulated boxes, which were also filled with liquid nitrogen to avoid RNA degradation. The condyles were then stabilized with a holding clamp. The articular cartilage and epiphyseal plate tissue of the femur condyle sample were cleared away with a micro-electric burnishing instrument (Strong90, New Power, Korea) and a drill (SDE-H37L1, Marathon; maximum RPM: 35,000) to isolate the bone (3,500 RPM). During this process, the samples were protected by liquid nitrogen, and an operative microscope (AXS, Shanghai Anxi Optical Equipment Manufacture Co., China) was used to ensure that the articular cartilage and epiphyseal plate tissues were removed.

Total RNA from the subchondral bone was extracted using an E.Z.N.A Total RNA Kit II (Omega Bio-Tek, Inc., USA) according to the manufacturer's instructions, including a DNase digestion step. The quantity and quality of RNA were assessed using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technology, Rockland, DE) and agarose gel electrophoresis.

### Agilent microarray study

The RNA was further purified using RNeasy spin columns (Qiagen p/n 74104) according to the manufacturer's instructions. One microgram of total RNA was isolated from the subchondral bone of 5 E-Group and 5 S-Group knee joints for each time point. The RNA was amplified and labeled using the Agilent Quick Amp One-Color labeling kit (Agilent p/n 5190-0442). The RNA was then hybridized to Agilent Whole Rat Genome Microarray (Agilent, 4×44 K, G4131F) using an Agilent Gene Expression Hybridization Kit (Agilent p/n 5188–5242) as recommended by the manufacturer. Following microarray hybridization and washing, the processed slides were scanned with an Agilent DNA microarray scanner (Agilent p/n G2565BA). The steps above were performed following the instructions of the manufacturer's protocol.

### Microarray data analyses

The raw gene expression data were extracted from Agilent Feature Extraction Software (Version 10.5.1.1) and imported into Agilent GeneSpring GX software (version11.0) for further analysis. The 30 microarray data sets were normalized in GeneSpring GX using the Agilent Feature Extraction one-color scenario (primarily using quantile normalization). All of the data were interpreted using the log-ratio setting. Differentially expressed (DE) genes were identified by fold-change, t-test and P-value screening between the two groups at each time point. The DE genes were identified using a threshold of fold-change ≥2.0 and a P-value ≤0.05. To compare gene expression profiles among samples for the same time point, unsupervised hierarchical clustering was performed based on the values of the DE genes at each post-surgical time point. Gene ontology (GO) analysis was used to associate DE genes with GO categories. The GO categories were derived from Gene Ontology (www.geneontology.org) and comprised three structured networks (biological process, cellular component and molecular function) of defined terms to describe the gene product gene ontology attributes. The Fisher P-value was used to denote the significance of the GO term enrichment in the DE gene list. The lower the p-value, the more significant the GO terms. (a *p*-value ≤0.05 was recommended). All the microarray data are MIAME compliant, and the raw data are available through the GEO database with accession number GSE30322.

### Real-time polymerase chain reaction (PCR) analysis

To quantitatively examine gene expression in subchondral bone RNA samples, ten genes involved in osteoclast, osteoblast and bone remodeling in OA obtained from the microarray analysis were selected as targets. GAPDH was used as the internal control. PCR primers (**Table 9**) were designed based on cDNA sequences from the NCBI Sequence database. Quantitative SYBR-Green real-time PCR was used for five independent RNA samples from each treatment group for each time point. Each reaction was repeated three times. A Strand cDNA Synthesis Kit (GeneCopoeia, Rockville, USA) was used to generate the first-strand cDNA from the isolated RNA. The real-time PCR reactions were prepared using All-in-One™ qPCR Mix (GeneCopoeia, Rockville, USA) and All-in-One™ qPCR Primers (GeneCopoeia, Rockville, USA) according to the manufacturer's instructions. Real-time PCR and data analyses were performed using the iQ5 Real Time PCR Detection System (Bio-Rad). The cycling conditions were optimized to 40 cycles of the following protocol: denaturation at 95ssion. Student's *t*-tests were performed to determine the statistical significance of the differences between the means of the E-Group and the S-Group at each time point. All of the data were analyzed with SPSS for Windows 19.0, and the critical value ssion. Student's *t*-tests were performed to determine the statistical significance of the differences between the means of the E-Group and the S-Group at each time point. All of the data were analyzed with SPSS for Windows 19.0, and the critical value for significance was set at P = 0.05.

**Table 9:** Primers of real-time PCR target genes and internal control GAPDH.

GenBank Accession	Symbol	F-Primer (5′-3′)	R-Primer (5′-3′)
NM_017008.3	GAPDH	CAGCCGCATCTTCTTGTGC	GGTAACCAGGCGTCCGATA
NM_133523.2	Mmp3	CGGTGGCTTCAGTACCTTTC	ACCTCCTCCCAGACCTTCA
NM_019144.1	Acp5	CACAAATTGCCTACTCCAAGATC	AGTCGTCGGAATTGCCACA
NM_057149	Tnfsf11	AGACACAGAAGCACTACCTGACTC	GGCCCCACAATGTGTTGTA
NM_013059	Alp	GACTGACCCTTCCCTCTCG	GTGGTCAATCCTGCCTCCT
NM_001108550.1	Postn	AGCATCTTCCTCAGCCTCCT	TCCCCAATCAGAATCTCCCT
NM_001082479.1	Igf1	ACACTGACATGCCCAAGACTCA	GCTCAAGCAGCAAAGGATCT
NM_053384	Ihh	ACAATCCCGACATCATCTTCA	ATCCCAGCCTTCCGTCAC
NM_021578	Tgf-β1	ATGGTGGACCGCAACAAC	ACAGCAATGGGGGTTCTG
NM_001108168	Bmp5	AGAGCAGCCAGCAAACGG	GATCGCGGAAACTCACATAGA
NM_001014008	Aspn	TGTCCAACAGTGCCAAAGATG	CCAACAACGCAGCGAAAC

GAPDH, glyceraldehyde-3-phosphate dehydrogenase; Mmp3, matrix metallopeptidase 3; Acp5, acid phosphatase 5 tartrate resistant; Tnfsf11, tumor necrosis factor (ligand) superfamily, member 11; Alp, alkaline phosphatase; Postn, periostin osteoblast specific factor; IGF1, insulin-like growth factor 1; Ihh, Indian hedgehog; Tgf-β1, transforming growth factor beta 1; Bmp5, bone morphogenetic protein 5; Aspn, asporin.

### Immunohistochemistry

To validate the microarray gene expression data at the protein level, Mmp3 and Aspn proteins were selected for immunohistochemical analyses. Following deparaffinization and hydration, 5-µm sections from the medial femoral condyle of each joint were incubated with 0.3% hydrogen peroxide for 15 min. This step was followed by incubation in 10% goat serum for 30 min at room temperature to block non-specific epitopes. The sections were then incubated with anti-Mmp3 polyclonal antibody (Abcam, Cambridge, MA) at a dilution of 1∶80 and anti-Aspn polyclonal antibody (Abcam, Cambridge, MA) at a concentration of 6 µg/ml at 4°C. A negative control was treated with PBS. The sections were incubated overnight with primary antibody, washed 3 times with PBS followed by incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies at 37°C for 30 min. Subsequently, all sections were reacted with Diaminobenzidine (DAKO, USA) as an HRP substrate for 10 minutes. This process was followed counterstaining with Mayer's hematoxylin (Sigma Corp., St. Louis, MO). The sections used for the analysis of each protein were obtained from 5 different animals with reproducible results. The images were captured by a Leica DMI 3000 B microscope (Germany) and software (Leica Application Suite V3).

## Supporting Information

Table S1 Supporting table.
(XLS) Click here for additional data file.

Table S2 Representative annotated genes that are dysregulated at the three time points.
(DOC) Click here for additional data file.

Table S3 Supporting table.
(XLS) Click here for additional data file.

# Supplementary material for: Gene Expression Analyses of Subchondral Bone in Early Experimental Osteoarthritis by Microarray
**Source:** PLoS One. 2012 Feb 27;7(2):e32356. doi: 10.1371/journal.pone.0032356
**Supplement:** Table S2 — Representative annotated genes that are dysregulated at the three time points.

Supplementary Table 2. Representative annotated genes that are dysregulated at the three time points.

|  |  |  | **Direction of Dysregulation** | | |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GeneBank** | **Symbol** | **Descrption** | **1W** | **2W** | **4W** | **Biological Process** |
| NM_001107758 | Meis2 | Meis homeobox 2 | ↑ | ↑ | ↑ | response to growth factor stimulus |
| NM_001012118 | Osr2 | odd-skipped related 2 | ↑ | ↑ | ↑ | bone morphogenesis |
|  |  |  |  |  |  | chondrocyte differentiation |
|  |  |  |  |  |  | embryonic digit morphogenesis |
|  |  |  |  |  |  | embryonic forelimb morphogenesis |
|  |  |  |  |  |  | embryonic hindlimb morphogenesis |
|  |  |  |  |  |  | embryonic leg joint morphogenesis |
|  |  |  |  |  |  | embryonic skeletal joint development |
|  |  |  |  |  |  | embryonic skeletal joint morphogenesis |
|  |  |  |  |  |  | embryonic skeletal system morphogenesis |
|  |  |  |  |  |  | osteoblast proliferation |
|  |  |  |  |  |  | positive regulation of bone mineralization |
| NM_001107787 | Pax1 | paired box 1 | ↑ | ↑ | ↑ | bone morphogenesis |
| NM_012550 | Ednra | endothelin receptor type A | ↑ | ↑ | ↑ | cellular response to mechanical stimulus |
|  |  |  |  |  |  | elevation of cytosolic calcium ion concentration |
|  |  |  |  |  |  | elevation of cytosolic calcium ion concentration involved in G-protein signaling coupled to IP3 second messenger |
|  |  |  |  |  |  | negative regulation of apoptosis |
|  |  |  |  |  |  | positive regulation of calcium ion transport |
|  |  |  |  |  |  | positive regulation of cell proliferation |
|  |  |  |  |  |  | positive regulation of inflammatory response |
|  |  |  |  |  |  | positive regulation of protein phosphorylation |
|  |  |  |  |  |  | positive regulation of release of sequestered calcium ion into cytosol |
|  |  |  |  |  |  | vasoconstriction |
| NM_199502 | Chrdl1 | kohjirin | ↑ | ↑ | ↑ | cell fate determination; |
|  |  |  |  |  |  | ossification |
| NM_001107526 | Blm | Bloom syndrome homolog | ↓ | ↓ | ↓ | ATP catabolic process |
| NM_182842 | Camk1g | calcium/calmodulin-dependent protein kinase IG | ↓ | ↓ | ↓ | calcium-mediated signaling |
|  |  |  |  |  |  | protein phosphorylation |
| NM_001000435 | Olr1196 | olfactory receptor 1196 | ↓ | ↓ | ↓ | G-protein coupled receptor protein signaling pathway |
| NM_023026 | Agap2 | ArfGAP with GTPase domain, ankyrin repeat and PH domain 2 | ↓ | ↓ | ↓ | regulation of ARF GTPase activity |
|  |  |  |  |  |  | small GTPase mediated signal transduction |
| NM_001107630 | Vgll2 | vestigial like 2 | ↓ | ↓ | ↓ | positive regulation of JAK-STAT cascade |
|  |  |  |  |  |  | regulation of ARF GTPase activity |
|  |  |  |  |  |  | small GTPase mediated signal transduction |
| NM_001000016 | Olr1439 | olfactory receptor 1439 | ↓ | ↓ | ↓ | G-protein coupled receptor protein signaling pathway |
| NM_019312 | Itpkb | inositol 1,4,5-trisphosphate 3-kinase B | ↓ | ↑ | ↓ | MAPKKK cascade |
|  |  |  |  |  |  | T cell differentiation |
|  |  |  |  |  |  | cell surface receptor linked signaling pathway |
|  |  |  |  |  |  | phosphorylation |
|  |  |  |  |  |  | positive regulation of Ras protein signal transduction |
|  |  |  |  |  |  | positive regulation of alpha-beta T cell differentiation |
|  |  |  |  |  |  | positive thymic T cell selection |
|  |  |  |  |  |  | thymic T cell selection |

How the deposited data were processed for this re-analysis (not part of the article)

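Gene expression in rat subchondral bone was measured on 30 one-color Agilent Whole Rat Genome arrays, 5 from the E-Group (medial meniscectomy and transection of the medial collateral ligament) and 5 from the sham-operated S-Group at each of 1, 2 and 4 weeks post-surgery. Each array holds 1 sample, so n is 5 per group and week throughout. Per the file headers and the methods, the authors scanned each array and used Feature Extraction to turn the image into intensities of each spot, which include a processed intensity corrected for background, flags for spots that are outliers and a flag for spots well above background. The authors then made log2 values in GeneSpring GX with quantile normalization over all arrays. As deposited, this table of log2 values lists 24747 probes with a lowest value of log2 of 5, and which filter chose those probes was not stated in the text that was read. On each array its ranks were compared with those of the processed intensities of the scanner files (median rank correlation 1.00).

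The main values were made here from the processed intensities. Of 43379 spots that are not controls, 263 probes are measured by several spots. Values of spots marked as outliers were left out, after which 403 probe values had no spot left, the rest were put on the log2 scale, spots of 1 probe were averaged, and the 30 arrays were quantile normalized together, which left 41012 probes. No filter on dim probes was used, since the methods name none. Probe names came from the accessions of the array design, matched to a table of RefSeq accessions: 16336 probes were named in this way, 16 more through the tables of the study, and 24660 stayed without a symbol. Of the 105 accessions in Tables 1 to 5, 94 were found on the array, and genes of the others were not analysed here.

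In each week the E-Group was compared with the S-Group by limma (lmFit and eBayes, version 3.58.1, in R 4.3.3). A probe was called at a fold change of at least 2 and an unadjusted p of at most 0.05, the thresholds of the methods, and counted again with a Benjamini-Hochberg adjusted p of at most 0.05 over all probes, since the methods name no correction. Differences between time points were tested as interaction terms in 1 limma fit of all 30 arrays with 6 groups. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures. The scripts were tested on simulated data, in which 200 of 41012 probes were changed by 2 on the log2 scale. At the thresholds of the methods, 97.5% to 99% of these were called in the right direction, and after adjustment 60.5% to 66.5%. Among the unchanged probes, 583 to 600 were called at the thresholds of the methods and 4 to 8 after adjustment. The simulated noise was independent between arrays and held no difference between slides, so these counts do not cover calls that slides may bring. Of probes changed at 1 time point only, 55.5% were found by the interaction term.

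The arrays lay on 8 slides scanned on 3 days, as the file headers give it. The E-Group arrays lay on 4 slides, which also held S-Group replicate 1 of 1 week, and the other S-Group arrays lay on 4 further slides. Between 49.9% and 81.0% of the spots of an array were well above background, and the scanner software marked 74 to 195 spots per array as outliers. With 5 arrays per group, the smallest p that an exact permutation of the group labels gives is 0.00794. The replicate numbers were tested for pairing: deviations from the group means of arrays with the same number correlated between -0.42 and 0.28, so the samples were treated as unpaired, and a fit with the number as a block was made only as an alternative.

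Named genes follow a rule set in advance: every gene the study names in its text, Tables 1 to 5, Table S1 and Table S2, as tallies or, where a conclusion singles it out, with full values. At each time point, the 5 gene symbols with the largest fitted fold change were added. They were taken among probes with an adjusted p of at most 0.05, no overlap between the groups, and all 5 arrays of the brighter group well above background. The script also required a value on all 10 arrays, which the rule did not state; this left out Pthlh at 1 week, measured on 9 arrays, and changed no choice at 2 and 4 weeks. Where an accession has several probes, the one with the highest mean signal over the 30 arrays is the main one. For the 5 largest changes of a time point, the most changed qualifying probe of each symbol was taken instead. Gene families were taken by symbol from the whole array with 1 probe per symbol: chemokine ligands and receptors, Mmp genes, collagen genes and, at 4 weeks, ribosomal protein genes. Lists of marker genes were written by hand for interferon response, cartilage, fibrous tissue, skeletal muscle, erythroid cells, B cells, T and NK cells, neutrophils, osteoclasts and osteoblasts. Each family or list was tested by camera of limma with a preset correlation of 0.01, beside camera with the correlation estimated from the arrays and fry. A mean over the genes of each list, each gene centered on its mean over 30 arrays, was compared by exact permutation tests, adjusted over 42 comparisons. Counts of calls were compared with those of 100 splits of the 10 arrays of a week, drawn with seed 20 from the 126 possible ones, and separation of the groups was tested on distances between arrays over probes well above background on at least 5 of 10 arrays.

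The alternatives were scaling to the 75th percentile of each array, quantile normalization within the week, normexp background correction with an offset of 50, leaving out probes not well above background on at least 5 of the 10 arrays of the week, the methods' t-test (equal variances), all 30 arrays in 1 fit, and blocks for replicate number, slide and scan date. Array weights, the authors' log2 values, 1 probe per gene symbol and leaving out each array in turn completed them. The correlation between arrays of a slide was estimated on 4000 probes. The slide enters as a correlation, since no slide holds both groups of 1 time point, and so does the scan date, at 1 and 2 weeks, where the arrays of 1 group span 2 days. For normexp, the median intensity of each spot and of its background were used in place of the mean spot intensity that had been planned. Alternatives added later were the authors' log2 values with the methods' t-test, the scan date as a fixed term over all 30 arrays, the slide as a fixed term over 20 arrays at 1 week, and the dimmer probes of an accession. Real-time PCR, histology and the enrichment of gene ontology terms were not analysed here. Single results of 2 genes of the study's tables are not reported here; both stay in the counts and in the gene lists.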

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

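The tests of slides and of muscle in this part were chosen only after the results were seen, as were the values picked out below; the interaction terms, the draws of group labels and the lists of marker genes were set earlier.

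Single arrays were compared with the other 4 arrays of their group. In 22 of 281 groups of 5, the highest or lowest array lay far from the rest by Dixon's test, where chance alone picks out about 1 in 20 groups (14.05 of 281): in 3 of 24 groups for measures of the whole array, 5 of 84 for scores of gene lists and 14 of 173 for named genes. The number as a whole is thus not far above chance, and it says little about any single value.

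E-Group replicate 5 of 1 week accounts for 7 of the 22 values, 6 of which follow. Its spots were well above background in 60.4% (51.4% to 53.7% on the other arrays of its group), its interferon score was 2.17 (-0.99 to -0.77), and Cxcl10 lay at 10.69 (5.17 to 6.61), Jak3 at 11.85 (10.69 to 11.01), Col1a1 at 16.49 (17.41 to 17.61) and Socs3 at 4.83 (5.28 to 5.44). This array shares its slide with 3 E-Group arrays of 2 weeks, while its group mates lie on another slide, and its mean distance to its group mates exceeded that to those 3 arrays by 9.20 (127 against 117). The slide may therefore contribute to its distance. The interferon genes vary within slides as well: between arrays of 1 group on 1 slide the score ranged over up to 2.99, so for this list slide and animal cannot be told apart on 1 array. The design gives no condition that differs within a group, and no biological explanation was tested. Without this array 3121 probes were called after adjustment at 1 week by limma, against 1809 with it.

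Brightness set 2 arrays apart: the 75th percentile of the processed intensity was 60.8 on E-Group replicate 5 of 2 weeks (139 to 160 on its group mates) and 319 on S-Group replicate 5 of 4 weeks (273 to 285). Quantile normalization gives every array the same distribution. No explanation was tested for these 2 values.

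Scores of gene lists lay apart on 4 further arrays: cartilage on S-Group replicate 2 of 4 weeks (0.30, others -0.84 to -0.65), chemokines on E-Group replicate 1 of 2 weeks (-0.068, others 0.30 to 0.42), and collagen on S-Group replicate 2 of 1 week (0.18, others -0.17 to -0.08) and S-Group replicate 5 of 4 weeks (-0.48, others -0.30 to -0.23). Genes that lay apart on 1 array were Ihh on S-Group replicate 2 of 4 weeks (7.91, others 5.33 to 6.05), Mmp3 on S-Group replicate 5 of 4 weeks (3.61, others 5.74 to 6.30), Ctsk on E-Group replicate 4 of 4 weeks (8.94, others 10.41 to 10.80), Bmp5 on S-Group replicate 4 of 2 weeks (3.39, others 1.96 to 2.22), Slc6a21 on E-Group replicate 5 of 2 weeks (5.86, others 4.47 to 4.81) and Socs3 on S-Group replicate 5 of 2 weeks (4.81, others 6.52 to 7.11). At 1 week they were Bmp3 (6.98, others 5.33 to 5.68) and Mapk6 (9.30, others 8.93 to 8.99) on S-Group replicate 1 and Il1rl1 (2.14, others 4.28 to 5.10) on S-Group replicate 2. S-Group replicate 1 is the only array of its group on its slide. No biological explanation was tested for any of these, and for single genes on single arrays no technical one either.

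The change between E-Group and S-Group differed between 1 and 2 weeks at 243 probes, between 2 and 4 weeks at 107 and between 1 and 4 weeks at 174 (limma interaction terms, adjusted p of at most 0.05). When group labels were drawn anew within each week, 1, 1 and 2 of 100 draws gave as many probes, the real labels included, so chance can be excluded for each of the 3 counts. The slides cannot: with arrays of a slide allowed to correlate, limma found 0, 0 and 0 (1951, 2577 and 1725 at an unadjusted p of at most 0.05), and since no slide holds both groups of 1 time point, a difference between time points and one between slides cannot be told apart in this design. The counts also moved when 1 replicate number was left out of every group. Each such fit drops 1 array from all 6 groups, so the weight of single animals was not tested. Between 1 and 2 weeks the counts without 1 replicate number were 145, 1, 0, 7 and 516 for numbers 1 to 5, between 2 and 4 weeks 21, 21, 0, 0 and 2065, and between 1 and 4 weeks 2, 11, 7, 3 and 997; where limma found 0, the unadjusted counts were 3195 and 3505 without replicate 3 and 4127 without replicate 4. A change with time after surgery remains a biological explanation that was not tested apart from the slides.

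Of the genes singled out, 4 had such a difference between 1 and 2 weeks. The change of Ccl2 was 4.23 higher at 2 weeks (limma adjusted p = 0.00825), with all 5 E-Group arrays below the S-Group mean at 1 week and all 5 above it at 2 weeks. The same held for Itpkb (4.03, limma adjusted p = 0.0121) and Slc6a21 (3.52, limma adjusted p = 0.029). For Col1a1 the change was -2.04 (limma adjusted p = 0.0392), with 5 of 5 E-Group arrays above the S-Group mean at 1 week and 2 of 5 at 2 weeks, and its dimmer probe changed by -0.33 at 1 week, against the brighter one. These tests treat arrays as independent of their slides. With arrays of a slide allowed to correlate, limma found 0 probes between 1 and 2 weeks, so none of these 4 genes passed an adjusted p of 0.05 there. Their single values in that fit were not tabulated.

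Lists of marker genes that the paper does not discuss as such differed between the groups by camera with the preset correlation after adjustment over 30 tests (10 lists at 3 time points). None of the lists in the rest of this part passed 0.05 with the correlation estimated from the arrays. Interferon-response genes fell at 1 week with a median of -1.59 (24 genes, 22 of them down; camera p 5.77e-08, 0.157 with the estimated correlation; fry 0.0378). Their score was below the S-Group mean on 4 of 5 E-Group arrays, by 1.54 on average (exact permutation p = 0.0476, 0.143 after adjustment over 42 comparisons), and by 2.15 without E-Group replicate 5. The tissue expresses 23 of the 24 genes, the study lists 4 of them in its tables, Cxcl9, Cxcl10 and Cxcl11 included, and abundant members moved apart: Psmb9 by -1.11, Irf7 by -2.13 and Oas1a by -0.48, but Rsad2 by 0.74. Whether slide or surgery brings the fall cannot be told apart: E-Group and S-Group arrays of 1 week lie on different slides, but on single slides the score of arrays of 1 group ranged over up to 2.99, more than the fall. At 2 and 4 weeks the score lay above its mean over all arrays on some arrays of both groups (15 of 30 in all).

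T and NK cell genes fell at 1 week with a median of -1.18 (16 genes, 15 down; camera p 7.63e-07, 0.132 with the estimated correlation; fry 0.0193), with 5 of 5 E-Group arrays below the S-Group mean and a mean fall of 1.25 (exact permutation p = 0.0397, 0.139 after adjustment). The tissue expresses 15 of them, the study lists 1 (Il2rb), and Gzma and Gzmb are among the largest changes of that week. The most abundant were Nkg7 (14.78 in the E-Group, 15.07 in the S-Group), Ccl5 (10.12, 11.31) and Cd3d (10.23, 11.29). Neutrophil genes fell with medians of -0.36 at 1 week (camera p 0.0119), -0.51 at 2 weeks (0.0102) and -0.34 at 4 weeks (0.000148), and with the 75th percentile the median at 4 weeks turned to 0.17 (camera p 0.553) and the p at 2 weeks was 0.128. With the estimated correlation the p were 0.175, 0.18 and 0.0667, and by fry 0.049, 0.0846 and 0.0146. Leaving out S-Group replicate 3 at 1 week gave 0.0731 and leaving out S-Group replicate 5 at 2 weeks 0.0909. The score was below the S-Group mean on 4, 4 and 5 of 5 E-Group arrays (exact permutation p = 0.238, 0.119 and 0.0873). All 9 genes are expressed, Mmp9 is also in the osteoclast list and the study lists none; the most abundant, S100a9, lay at 16.34 in the E-Group and 17.26 in the S-Group at 1 week. No explanation was tested for these 2 lists, and whether the change differs between weeks was not tested.

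Erythroid genes rose at 1 week with a median of 0.83 (camera p 0.00157, 0.218 with the estimated correlation; fry 0.0132) and a mean of 0.63, higher on every E-Group array than on any S-Group array (exact permutation p = 0.00794, the smallest possible, 0.0476 after adjustment over 42 comparisons). They fell at 2 weeks with a median of -1.22 (camera p 0.00126, 0.209 with the estimated correlation; fry 0.0989), on 4 of 5 E-Group arrays (exact permutation p = 0.103). This fall rests largely on E-Group replicate 2, with a score of -3.22: without it the difference of the scores was -0.48 in place of -1.06, and the camera p 0.0432. All 9 are expressed, none is in another list or in the study's tables, and at 1 week the most abundant went apart: Ahsp by 0.65, Alas2 by 1.16 and Hbb-b1 by -0.87. B cell genes rose at 1 week with a median of 0.80 (6 genes, all expressed and in no other list or table; camera p 0.0216, 0.296 with the estimated correlation; fry 0.0928), on 4 of 5 E-Group arrays (exact permutation p = 0.111); the camera p was 0.0503 without E-Group replicate 1 and 0.0675 without S-Group replicate 3, and their most abundant gene, Cd79b, lay at 9.82 in the E-Group and 9.27 in the S-Group. Differences in the marrow taken with the bone were not tested as an explanation, nor were the slides for these lists.

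Muscle genes fell at 2 weeks with a median of -2.10 (10 genes, all down; camera p 8.8e-05, 0.191 with the estimated correlation; fry 0.0949), with 5 of 5 E-Group arrays below the S-Group mean and a mean fall of 2.17 (exact permutation p = 0.0952, 0.197 after adjustment). A candidate explanation is muscle left on some S-Group samples: on replicates 1, 4 and 5 of the S-Group, 10 of 10 genes lay above the mean of the 25 arrays of other groups, and on replicates 2 and 3 only 4 and 5 did. The most abundant of them, Tnni2, lay at 10.97 in the S-Group and 10.09 in the E-Group, and Ckm at 9.04 and 5.14. The tissue expresses 7 of the 10 genes, and neither the study's tables nor another list holds any. Changes of muscle genes by surgery were not tested.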

How the results depend on the processing

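Choices made before the data were examined are the alternatives named in this part unless it is said otherwise; the authors' log2 values with the methods' t-test, the scan date over all 30 arrays, the slide as a fixed term over 20 arrays and the dimmer probes of an accession were chosen only after the data were seen. The planned normexp fit named the mean intensity of a spot, and the median intensity took its place. Where no cause is named for a changed value, the cause was not tested. Leaving out dim probes (23377, 24762 and 27410 probes tested at 1, 2 and 4 weeks), the authors' log2 values (24747 probes) and 1 probe per gene symbol (13042) test fewer probes by construction, which lowers counts, and leaving out an array tests fewer arrays.

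Scaling to the 75th percentile gave 974 probes up and 3477 down at 1 week, 2804 after adjustment, 36 after adjustment at 2 weeks, and 1217 up, 3171 down and 3399 after adjustment at 4 weeks. Calls at both 2 and 4 weeks numbered 818, at both 1 and 4 weeks 900 (93.9% in the same direction) and at all 3 time points 380. The camera p of the collagen genes at 2 weeks was 0.0398, the chemokine genes at 4 weeks turned to a fall with 0.319, and the ribosomal protein genes at 4 weeks turned from a fall to a rise with 1.06e-07. The cause was not tested.

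With normexp, 178 probes were up, 308 down and 287 called after adjustment at 1 week, 92, 413 and 30 at 2 weeks, and 9, 594 and 544 at 4 weeks. Down-regulated calls made up 98.5% at 4 weeks and 44 probes fell at least 6-fold. Calls shared by 1 and 2 weeks numbered 150, by 2 and 4 weeks 75 (93.3% in the same direction in both pairs), by 1 and 4 weeks 63 (100%) and by all 3 time points 35. The change differed between 1 and 2 weeks at 0 probes by limma (4099 at an unadjusted p of at most 0.05) and between 1 and 4 weeks at 402. The camera p of the ribosomal protein genes was 0.218. An offset of 50 is added to every value, which by construction shrinks changes of dim probes; whether this accounts for the lower counts was not tested.

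Without dim probes, 1106 were up and 1297 down at 1 week, 70 were called after adjustment at 2 weeks and 45 differed in their change between 1 and 4 weeks. The share in the same direction was 83.1% for 1 and 2 weeks and 95.3% for 1 and 4 weeks, and the camera p of the collagen genes at 4 weeks was 0.0272. The authors' log2 values gave 1088 up and 1393 down at 1 week, 109 after adjustment at 2 weeks, 1108 down at 4 weeks (68.3% of calls), 155 falls of at least 6-fold, 95.8% in the same direction at 1 and 4 weeks and 70 probes that differed between these weeks. With 1 probe per gene symbol, 578, 601 and 579 were up, down and called after adjustment at 1 week, 537, 587 and 79 at 2 weeks, and 220, 353 and 368 at 4 weeks (61.6% down, 45 falls of at least 6-fold). Shared calls were 378 for 1 and 2 weeks (81.2% in the same direction), 143 for 2 and 4, 162 for 1 and 4 and 74 for all. The cause was not tested beyond the number of probes.

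The methods' t-test changed the counts after adjustment, to 1016 at 1 week and 120 at 2 weeks, and the share in the same direction at 1 and 2 weeks, to 87.7%. All 30 arrays in 1 fit gave 2021 after adjustment at 2 weeks. Quantile normalization within the week gave 254 probes that differed between 2 and 4 weeks; the cause was not tested.

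The replicate numbers do not pair the arrays, so the replicate block has no basis in the design; it gave 1056 probes after adjustment at 1 week, 0 at 2 weeks by limma (5718 at an unadjusted p of at most 0.05) and 1138 at 4 weeks, and 179 and 74 probes that differed between 2 and 4 and between 1 and 4 weeks. With the slide as a block, 452 were called after adjustment at 1 week, 1023 were up, 1076 down and 27 called after adjustment at 2 weeks, and 1152 at 4 weeks. Between each pair of time points 0 probes differed by limma with this block (1951, 2577 and 1725 at an unadjusted p of at most 0.05). The scan date block, over all 30 arrays for differences between time points, gave 69 after adjustment at 2 weeks and 99, 690 and 5 probes that differed between 1 and 2, 2 and 4, and 1 and 4 weeks. The cause was not tested.

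Array weights gave 4780 probes after adjustment at 1 week, 2881 down and 2947 after adjustment at 2 weeks, 73.9% down at 4 weeks and 2157 calls shared by 1 and 2 weeks. The share in the same direction was 69.0% for 2 and 4 weeks and 83.6% for 1 and 4 weeks, and 989, 5534 and 6380 probes differed between time points. The camera p was 0.00652 for collagen genes at 2 weeks, 0.904 for chemokine genes at 4 weeks, now as a fall, and 0.0775 for ribosomal protein genes at 4 weeks; the cause was not tested.

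Among set tests, fry gave 0.176 and 0.0219 for chemokine genes at 1 and 4 weeks, 0.0231 for Mmp genes at 4 weeks, 0.000299 for collagen genes at 4 weeks and 0.331 for ribosomal protein genes. Camera with the estimated correlation gave 0.271 for chemokine genes at 1 week, 0.107 for Mmp genes at 2 weeks and 0.285 for ribosomal protein genes. The tests ask different questions: camera compares a list with the other genes, fry does not. The rises of Mmp and collagen genes at 1 week stayed below 0.05 under every alternative run for them, with the largest camera p under the estimated correlation (0.0411 and 0.0031), and the largest with 1 array left out 0.00227 and 0.000138.

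Chosen after the data were seen, the authors' log2 values with the methods' t-test gave 1008, 1226 and 1159 (up, down, after adjustment) at 1 week, 946, 998 and 89 at 2 weeks, and 490, 1027 and 1177 at 4 weeks (67.7% down, 154 falls of at least 6-fold). Shared calls were 659 for 1 and 2 weeks, 243 for 2 and 4 (90.5% in the same direction), 285 for 1 and 4 (95.4%) and 112 for all 3. The scan date as a fixed term over all 30 arrays, also chosen after the data were seen, gave 90, 109 and 125 after adjustment at 1, 2 and 4 weeks, 74.6% down and 492 falls of at least 6-fold at 4 weeks, and the direction of the study for 73.0% of its table entries, 7.83% called. The slide as a fixed term over 20 arrays, chosen likewise, gave 1151 down and 56 after adjustment at 1 week, and the direction of the study for 42.9% of the entries of that week, 1.43% called. In both fits the groups are compared through arrays of other weeks or through 1 S-Group array, so they change what is compared; beyond that, the cause was not tested.

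With 1 array left out, the counts after adjustment ranged from 812 (without S-Group replicate 4) to 3121 (without E-Group replicate 5) at 1 week and from 58 (without S-Group replicate 3) to 1744 (without S-Group replicate 5) at 2 weeks, where down-regulated probes ranged from 1390 (without S-Group replicate 4) to 3110 (without S-Group replicate 5). The share down at 4 weeks ranged from 64.8% (without E-Group replicate 3) to 76.3% (without S-Group replicate 5). Without 1 replicate number in all groups, 0 (replicate 3, with 3195 at an unadjusted p of at most 0.05) to 516 probes differed between 1 and 2 weeks by limma, 0 (replicate 3 with 3505 and replicate 4 with 4127 at an unadjusted p of at most 0.05) to 2065 between 2 and 4 weeks, and 2 (replicate 1) to 997 between 1 and 4 weeks, each highest without replicate 5. The exact permutation p of the separation at 2 weeks ranged from 0.0238 to 0.0952; it was above 0.05 in 8 of 10 fits. Camera p ranged from 0.0169 to 0.339 for chemokine genes and 0.0194 to 0.294 for collagen genes at 2 weeks, and at 4 weeks from 0.493 to 0.947 for chemokine genes, 0.0407 to 0.147 for collagen genes and 0.00936 to 0.0767 for ribosomal protein genes. All calls at 2 weeks rose from 3463 to 5392 without S-Group replicate 5, and those up-regulated after adjustment at 4 weeks went from 526 to 329 without S-Group replicate 5. Changes of at least 6-fold at 1 week went from 76 to 185 without E-Group replicate 5 and 141 without S-Group replicate 1, and at 2 weeks from 66 to 131 without S-Group replicate 5 and 39 without S-Group replicate 4. For each of these ranges, the cause was not tested.

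Genes named in the text gave 101 changes, 75 of them called. Of 1085 values under the alternatives with all arrays, 987 kept direction and side of the thresholds, 86 were no longer called, 10 became called, 2 that were not called changed sign or size, and no called value changed sign. Normexp kept 34 of the 75 calls, array weights 62, the slide block and the 75th percentile 64 each, and quantile normalization within the week 75. Of 1010 values with 1 array left out, 920 kept direction and side, 69 were no longer called, 15 became called and 6 not called moved; 64 (without S-Group replicate 4) to 71 calls were kept. A dimmer probe of the same accession, chosen after the data were seen, changed most: of 38 values for 26 changes, 10 kept direction and side, 9 lost the call, 5 gained one, 2 moved and 12 reversed. The second probe gave -2.13 for Csf1 and -2.13 for Ostf1 at 4 weeks, -0.33 for Col1a1, 2.02 for Col1a2, -1.06 for Col4a1 and -1.99 for Fgfr2 at 1 week, -2.16 for Col4a1 at 2 weeks, and -0.90, -0.20 and -0.83 for Ednra at 1, 2 and 4 weeks. The third probe of Ihh gave -0.28 at 2 weeks and -0.39 at 4 weeks; the cause was not tested.

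Of the study's table entries, 90.4% had its direction, and 90.3% to 91.8% under the alternatives with all arrays of a week; 84.3% were also called, 36.5% with normexp, 68.7% with the slide block and 69.6% with the 75th percentile. Of 347 values of the 35 main results under the alternatives with all arrays, 238 were unchanged. For the other marker lists and families, 188 of 232 values were unchanged, 23 were no longer below 0.05, 11 fell below it and 10 moved, and with 1 array left out 270 of 320, 10, 14 and 26. Other shares and clusterings kept 26 of 48 values. The share of second probes that moved with a called probe, computed under the same settings after the data were seen, was unchanged in 30 of 42 values.

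Signal over background limits what dim probes can show. Between 49.9% and 81.0% of spots were well above background, and a probe below that limit in 1 group has a fold change that depends on the background correction. The 4-week S-Group arrays were brighter (median 71.8% of spots) than the other groups (53.1% to 60.7%).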

Differences from the paper's values

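The counts below are of probes, on the scale of the paper's numbers of differentially expressed genes, and each difference is a ratio above 1.5 or, for a fold change, an opposite sign or a gap beyond the SD between arrays. The alternatives set before the data were examined number 21 or 22 for each count of calls at 1 time point, 10 of them with 1 array left out, and 9 for each overlap; where some are named as without such a difference, all others of that number had it. The authors' log2 values with the methods' t-test, the scan date over all 30 arrays, the slide as a fixed term over 20 arrays and the dimmer probes were chosen only after the values were seen.

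With the authors' log2 values and the methods' t-test, chosen after seeing the values, none of the counts in this part differs, and each equals the paper's except the down-regulated probes at 2 weeks, 998 where the paper's text gives 988 and its Fig. 3A prints 998.

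At 1 week, 3801 probes were called against the paper's 2234, and the gap closed without dim probes, with the slide block, with the authors' log2 values and without E-Group replicate 2 or 3. For 1670 up-regulated probes against the paper's 1008, it closed under the same 5 settings, with the 75th percentile and without S-Group replicate 4. For 2131 down-regulated probes against the paper's 1226, it closed without dim probes, with the slide block, with the authors' log2 values and without E-Group replicate 3. The scan date over all 30 arrays and the slide as a fixed term, both chosen after seeing the values, also closed these 3 gaps.

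By size of change at 1 week, 2775 probes lay from 2-fold to below 3-fold against the paper's 1690; the gap closed without dim probes, with the methods' t-test, the slide block, the authors' log2 values, and without E-Group replicate 2, E-Group replicate 3 or S-Group replicate 4, and with the scan date over all 30 arrays, chosen after seeing the values. From 3-fold to below 4-fold there were 682 against the paper's 362, without a difference when dim probes were left out, with the authors' log2 values and with the slide as a fixed term, chosen after seeing the values. From 4-fold to below 6-fold there were 268 against the paper's 143 (closed without dim probes, with the slide block and with the authors' log2 values). At 6-fold or more there were 76 against the paper's 39 (closed with the slide block, the authors' log2 values, 1 probe per gene symbol, and without E-Group replicate 2 or 3).

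At 2 weeks, 3463 probes were called against the paper's 1944 and 1560 up-regulated against the paper's 946. Both gaps closed without dim probes, with the methods' t-test, the slide block, the scan date block, the authors' log2 values, and without E-Group replicate 3, S-Group replicate 2 or S-Group replicate 4. For 1903 down-regulated probes against the paper's 988, the gap closed without dim probes, with the slide block, with the authors' log2 values, and without S-Group replicate 2 or 4. From 2-fold to below 3-fold there were 2520 against the paper's 1441, closed under the 8 settings named for all calls of 2 weeks and with the scan date over all 30 arrays, chosen after seeing the values. From 3-fold to below 4-fold there were 638 against the paper's 329 (closed without dim probes, with the slide block and with the authors' log2 values), and from 4-fold to below 6-fold 239 against the paper's 146 (closed under these 3 and without S-Group replicate 4). At 6-fold or more there were 66 against the paper's 28, closed with the authors' log2 values, which gave 28, with 1 probe per gene symbol and without S-Group replicate 4.

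At 4 weeks, 2596 probes were called against the paper's 1517, closed with the authors' log2 values, without S-Group replicate 5 and with the scan date over all 30 arrays, chosen after seeing the values. There were 743 up-regulated against the paper's 490, closed without dim probes, with the methods' t-test, the replicate block, the slide block, the authors' log2 values, all 30 arrays in 1 fit, and without E-Group replicate 5 or S-Group replicate 5, and with the scan date over all 30 arrays, chosen after seeing the values. For 1853 down-regulated probes against the paper's 1027, for 392 probes from 3-fold to below 4-fold against the paper's 229 and for 290 from 4-fold to below 6-fold against the paper's 174, the gap closed only with the authors' log2 values. From 2-fold to below 3-fold there were 1667 against the paper's 959 (closed without dim probes, with the authors' log2 values, without S-Group replicate 5 and, chosen after seeing the values, with the scan date over all 30 arrays). At 6-fold or more there were 247 against the paper's 155 (closed with the authors' log2 values and without E-Group replicate 3, S-Group replicate 1 or S-Group replicate 2).

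Called at both 1 and 2 weeks were 1168 probes against the paper's 659, and at both 2 and 4 weeks 487 against the paper's 243; both gaps closed without dim probes, with the methods' t-test and with the authors' log2 values. At all 3 time points there were 216 against the paper's 112, closed without dim probes and with the methods' t-test. Of these, 65 were up-regulated throughout against the paper's 41 (closed without dim probes, with the methods' t-test, the authors' log2 values and 1 probe per gene symbol) and 122 down-regulated throughout against the paper's 60 (closed with the methods' t-test and array weights). The shares that the paper gives for down-regulated genes at 4 weeks and for directions at 2 time points did not differ.

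Of 115 fold changes in Tables 1 to 5, 15 differ, and 86 lie within 0.1 on the log2 scale of the paper's. For 5 of the 15 the sign is opposite under every alternative set before the data were examined and at every probe of the accession: Ctsk at 4 weeks (-4.19, the paper's 4.18), Ccl2 at 2 weeks (3.07, the paper's -3.07, whose text states a rise), Cxcl9 at 1 week (-10.5, the paper's 11.37), Pthlh at 1 week (-9.31, the paper's 6.47) and Il7r at 2 weeks (2.15, the paper's -2.76). For Cxcl9, the slide as a fixed term over 20 arrays, chosen after seeing the values, gave no difference, and for Pthlh the scan date over all 30 arrays, chosen after seeing the values, turned the sign (1.17) but still differs. The brighter probe differs under every such alternative and a dimmer probe of the accession, chosen after seeing the values, lies close to the paper's value for Csf1 at 4 weeks (1.095, the paper's -4.39, dimmer probe -4.38), Ostf1 at 4 weeks (1.18, the paper's -4.37, dimmer -4.37), Col1a2 at 1 week (-1.78, the paper's 4.06, dimmer 4.07), Col4a1 at 2 weeks (1.38, the paper's -4.45, dimmer -4.45), Fgfr2 at 1 week (1.65, the paper's -3.82, dimmer -3.98), Cx3cl1 at 1 week (-1.36, the paper's -2.30, dimmer -2.30) and Mapk6 at 1 week (-1.08, the paper's 2.21, dimmer 1.92). Il13ra1 at 2 weeks (1.40, the paper's 2.08) has no difference with the 75th percentile, and differs under the other alternatives set before; another probe of it, chosen after seeing the values, gave 2.08. Timp1 at 1 week (1.69, the paper's 2.52) has no difference without E-Group replicate 5, S-Group replicate 1, S-Group replicate 4 or S-Group replicate 5, and differs under the other 18 alternatives. Ddr2 at 1 week (3.24, the paper's 2.05) differs under all of them.

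Entries within the error that were not called here included Ctnnb1 at 1 week (0.65), called without E-Group replicate 5 (1.27); Ccl7 at 4 weeks (0.91), called without E-Group replicate 1, E-Group replicate 5, S-Group replicate 2 or S-Group replicate 4; and Stat3 at 4 weeks (-0.53), called with array weights (-1.67). The dimmer probes of Ccl7 (1.27) and Stat3 (-2.14), chosen after seeing the values, were called too.

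Several statements of the text differ in direction or call. The discussion names Adamts5 as reduced at 1 week, while Table 3 lists a rise and it rose here by 1.09, up under every alternative set before; with the scan date over all 30 arrays and the slide as a fixed term, both chosen after seeing the values, Adamts5 changed by -0.18 and -0.16. Ihh is stated to be raised at 1 week and unchanged at 4 weeks; here it was not called at 1 week (1.16) and was called at 4 weeks (1.21). It was called at 1 week with normexp, array weights, all 30 arrays in 1 fit and without E-Group replicate 2, S-Group replicate 1 or S-Group replicate 4, and was not called at 4 weeks with normexp, the replicate block, the slide block, array weights, in 6 of the 10 fits with 1 array left out, or, chosen after seeing the values, with the scan date over all 30 arrays or at its dimmer probes. Table 1 lists a rise of Ihh at 4 weeks. Il36b, Il1rl1, Tnfsf9 and Tnfrsf11b are stated to be raised from 1 week; here they changed by 0.02, 0.99, -0.44 and 0.72 at 1 week and were not called, under any setting run. Il7r and Stat3 are among genes stated to be reduced at 1 week and changed by 0.26 and -0.25, not called under any setting run; with the scan date over all 30 arrays and the slide as a fixed term, both chosen after seeing the values, Il7r changed by -0.33 and -0.41. Mmp24, in the list of Mmp genes raised at 1 week, changed by 0.71 and was not called under any setting run. Socs3, stated to be reduced early, was called at 2 weeks and not at 1 week (-0.68). Col4a1 is stated to fall at 2 weeks and its brighter probe changed by 0.46. Col1a2 is stated to rise slightly more than Col1a1 at 1 week, and its brighter probe fell by 0.83 while that of Col1a1 rose by 1.68; between the 2 dimmer probes, chosen after seeing the values, Col1a2 rose by 2.02 and Col1a1 changed by -0.33.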

Other observations

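The tests of slides, labels, brightness, further probes, tissue lists within families and of the falls of at least 6-fold were chosen only after the results were seen; the splits of the arrays and the tests of normalization, dim probes and single arrays for the share of down-regulated calls were not.

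Other splits of the 10 arrays of a week into 5 against 5 called as many probes as E-Group against S-Group in 1 of 100 splits at 1 week, 3 of 100 at 2 weeks and 2 of 100 at 4 weeks, the real split included, so chance can be excluded for the 3 counts of calls. The slides part E-Group from S-Group in each week, so the real split follows them as well. At 1 week the split that exchanges E-Group replicate 5 with S-Group replicate 1 gave 3488 calls against 3801. After adjustment by limma it gave more, 1943 against 1809. Each of these arrays is the only one of its group on its slide. At 2 weeks the split that exchanges the replicate 5 arrays of both groups gave 5175 calls (2056 after adjustment by limma) against 3463 (243). Exchanging S-Group replicate 5 with another E-Group array gave 3765 calls for replicate 1 and 2609 to 3403 for replicates 2 to 4, with at most 168 after adjustment, so the exchange with E-Group replicate 5 stands out among these. Exchanged labels of the replicate 5 arrays stay open as an explanation. At 165 probes called after adjustment in the same direction at 1 and 4 weeks, E-Group replicate 5 scored -0.19, within the range of S-Group replicates 1 to 4 (-0.36 to -0.07) and below the other E-Group arrays (0.21 to 0.92). S-Group replicate 5 scored -1.40, but these probes were chosen in part by 4-week S-Group arrays, 3 of which share its slide, so its score decides nothing. At 4 weeks the split E-Group replicates 1, 2 and 5 with S-Group replicates 4 and 5 gave 2867 calls against 2596; it keeps 2 of the 4 slides of that week whole on one side and so follows the slides in part.

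Slides leave a trace in the values. Arrays of 1 group lay further apart on different slides than on the same slide by 33.2 in mean distance over 24512 probes (exact permutation p = 0.00235 over placements of the arrays), and arrays of different groups by 24.3 (exact permutation p = 0.00619). The nearest array was on the same slide for 25 of 30 arrays and in the same group for 22. Within the S-Group of 4 weeks, the 3 arrays of one slide against the 2 of the other gave 7733 calls by limma, 6130 after adjustment, while the other 9 splits of these 5 arrays gave at most 1560. Within the E-Group of 2 weeks the split by slide gave 2931 (others at most 2653), and within that of 4 weeks 852, fewer than 2 of the other splits. A difference between slides may thus be part of any comparison of E-Group with S-Group here, and since no slide holds both groups of a time point, the 2 cannot be told apart for the comparison as a whole.

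The surplus of down-regulated calls at 4 weeks (71.4%) was tested against several technical explanations. Another normalization of the same intensities gave 70.9% or more, and leaving out 1 array 64.8% (without E-Group replicate 3) or more, each still a surplus, so neither accounts for it alone. Leaving out dim probes gave 71.6%, which decides nothing, since a probe passes when only 1 group is well above background and 86.6% of the probes that fell were so on all 5 S-Group arrays. The slides of the 4-week S-Group arrays remain open too. At the 1853 probes that fell, the E-Group arrays of 4 weeks stood 0.05 above the 19 arrays of other groups and the S-Group arrays of 4 weeks 1.67 above them, and S-Group replicate 5 of 2 weeks, the only array of another group on those slides, stood 1.82 above its group mates, where the other 24 arrays stood at most 0.34 above theirs. The surplus may therefore come from these slides and not from a fall in the E-Group.

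The falls of at least 6-fold at 4 weeks show this most clearly. At their 245 probes (83 with a gene symbol), S-Group replicate 5 of 2 weeks stood 3.26 above its group mates, against at most 0.58 for the other 24 arrays, and as high as the S-Group arrays of 4 weeks (3.48 and 3.25 above the 19 arrays of other groups). A fall in the E-Group after surgery is excluded as the cause at these probes as a set, since the E-Group arrays of 4 weeks stood 0.22 above those 19 arrays. A change of whole transcripts could be tested at 59 of the 245 probes. Their accessions have another probe well above background on at least 5 of the 10 arrays. In 54.4% of these 79 pairs the other probe fell (95% Wilson interval 43.5% to 65.0%, pairs taken as independent), with a median of -0.04 against -2.95. At these 59 probes as a set, a change of whole transcripts does not account for the falls, and the other probes were not tested. With the 75th percentile 43.3% fell, but with normexp 90.0% of only 10 did, so this does not extend to the falls left by normexp. The normalization alone does not account for them: with normexp there were 44 such falls at 4 weeks, 43 of them shared with the 245, against 7 and 1 at 1 and 2 weeks. Brightness stays open: S-Group replicate 5 of 2 weeks had 62.0% of its spots well above background, within the 49.9% to 64.9% of the arrays outside the S-Group of 4 weeks, but its 75th percentile of 229.7 was above that of the other 24 (at most 197). Dim E-Group signal stays open as well: without dim probes there were 244 such falls, 243 of them shared, but 98.8% of the 245 were well above background on all 5 S-Group arrays, which is enough to pass that filter, and 51.8% on all 5 E-Group arrays. Also open are the slides, as a candidate explanation, and a wrong label of S-Group replicate 5 of 2 weeks, that is, a sample of the 4-week S-Group: both predict its 3.48, and they cannot be told apart, since the 4-week S-Group arrays fill its slide and one more, which hold no other arrays. A biological difference of the 4-week S-Group animals stays open only together with such a wrong label, and was not tested.

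Second probes were compared for other calls as well. For probes called at 1 week, 82.2% of 433 other probes of the accession moved with a rise and 58.5% with a fall; at 2 weeks the shares were 73.9% and 65.7%, and at 4 weeks 62.9% and 53.5% (460 other probes for falls). With the 75th percentile the share for falls was 68.5% at 1 week, 62.1% at 2 weeks and 48.3% at 4 weeks. With normexp the shares were the other way round at 2 weeks, 60% of 20 for rises and 67.9% of 56 for falls, and at 4 weeks, 50% of 2 and 63.7% of 171, so whether rises or falls have more second probes moving with them depends on the background correction at these weeks; the cause was not tested.

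Chemokine genes at 1 week may fall as part of the interferon response alone, since Cxcl9, Cxcl10 and Cxcl11 belong to both lists. The 45 chemokine genes outside the interferon list had a median change of -0.17, with a camera p of 0.0401 and a fry p of 0.327, so the tests part and the 2 readings cannot be told apart. Collagen genes at 1 week may rise because E-Group samples held more cartilage or fibrous tissue. Cartilage markers rose with a median of 1.54 (11 genes, all expressed, 4 in the study's tables, none in another list; camera p 3.07e-09, 0.0319 with the estimated correlation; fry 0.000355) and fibrous tissue markers with 1.26 (14 genes, all expressed, 6 in the study's tables and Col1a1 also in the osteoblast list; camera p 1.1e-07, 0.0785 with the estimated correlation; fry 0.00189). Their scores were higher on every E-Group array than on any S-Group array, by 1.40 and 1.25 (exact permutation p = 0.00794, the smallest possible, 0.0476 after adjustment over 42 comparisons). The most abundant were Col2a1 (16.70 in the E-Group, 15.47 in the S-Group) and Col1a1 (17.30 and 15.63). The 9 collagen genes outside both lists had a median change of 1.03 with a camera p of 0.0629, which leaves a share of tissue and a rise within cells open, so they cannot be told apart.

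Osteoblast markers fell at 4 weeks (10 genes, 8 expressed, Alpl and Col1a1 in the study's tables, Col1a1 also in the fibrous tissue list; median -0.27, mean -0.65; camera p 0.00166, 0.0149 with the estimated correlation; fry 0.00551), and with the 75th percentile the median turned to 0.26 with a mean of -0.40 and a camera p of 0.167. The score was lower on every E-Group array than on any S-Group array by 0.65 (exact permutation p = 0.00794, 0.0476 after adjustment over 42 comparisons). The most abundant, Bglap, lay at 16.87 in the E-Group and 16.86 in the S-Group. The slides of the 4-week S-Group arrays may contribute, since S-Group replicate 5 of 2 weeks, on one of them, scored 0.61, within the 0.26 to 0.83 of those arrays and above the -0.63 to 0.01 of its group mates.

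The remaining tests of marker lists gave the following. At 1 week the camera p was 0.0878 for a rise of osteoclast genes (fry 0.0426, 0.265 with the estimated correlation), 0.0254 without dim probes, 0.0227 with the authors' log2 values, and 0.030 and 0.0452 without S-Group replicates 1 and 5. It was 0.101 for a rise of osteoblast genes (fry 0.0494, 0.321 with the estimated correlation), 0.0303 without dim probes, 0.0247 with the authors' log2 values, 0.0375 without E-Group replicate 3 and 0.0499 without S-Group replicate 5. For muscle genes it was 0.754. At 2 weeks it was 0.0183 for a rise of cartilage genes (median 0.64, 3 of 5 E-Group arrays above the S-Group mean; 0.404 with the estimated correlation, fry 0.249), 0.00246 for a rise of fibrous tissue genes (0.60, 4 of 5; 0.127 and 0.0395) and 0.0336 for a rise of B cell genes (1.03, 4 of 5; 0.294 and 0.141, and 0.0672 after adjustment over 30 tests). The cartilage p was 0.147, 0.0721 and 0.136 without E-Group replicate 1, E-Group replicate 3 and S-Group replicate 5, and the B cell p 0.0586 without dim probes and 0.15, 0.106 and 0.0925 without E-Group replicate 1, S-Group replicate 2 and S-Group replicate 5. Interferon, T and NK cell, osteoclast and osteoblast genes had 0.767, 0.389, 0.931 and 0.904 at 2 weeks; those of interferon and of T and NK cell genes were 0.0316 and 0.0314 without E-Group replicate 1. At 4 weeks it was 0.535 for interferon, 0.122 for cartilage (0.0494 with the 75th percentile, 0.00154 without S-Group replicate 2), 0.826 for fibrous tissue, 0.095 for muscle (0.0482 with the 75th percentile, 0.0461 with normexp, and 0.0234, 0.0339 and 0.0147 without E-Group replicate 3, S-Group replicate 1 and S-Group replicate 5), 0.27 for erythroid (a fall that turns to a rise with the 75th percentile), 0.781 for B cell, 0.164 for T and NK cell (0.0241 without E-Group replicate 2) and 0.323 for osteoclast genes. Of the osteoclast list, 7 genes are on the array and 6 expressed, with Acp5 and Ctsk in the study's tables and Mmp9 in the neutrophil list.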
